# Molecular Investigation on a Triple Negative Breast Cancer Xenograft Model Exposed to Proton Beams

**DOI:** 10.3390/ijms21176337

**Published:** 2020-09-01

**Authors:** Francesco P. Cammarata, Giusi I. Forte, Giuseppe Broggi, Valentina Bravatà, Luigi Minafra, Pietro Pisciotta, Marco Calvaruso, Roberta Tringali, Barbara Tomasello, Filippo Torrisi, Giada Petringa, Giuseppe A. P. Cirrone, Giacomo Cuttone, Rosaria Acquaviva, Rosario Caltabiano, Giorgio Russo

**Keywords:** triple-negative breast cancer (TNBC), proton therapy, xenograft mice, microarray

## Abstract

Specific breast cancer (BC) subtypes are associated with bad prognoses due to the absence of successful treatment plans. The triple-negative breast cancer (TNBC) subtype, with estrogen (ER), progesterone (PR) and human epidermal growth factor-2 (HER2) negative receptor status, is a clinical challenge for oncologists, because of its aggressiveness and the absence of effective therapies. In addition, proton therapy (PT) represents an effective treatment against both inaccessible area located or conventional radiotherapy (RT)-resistant cancers, becoming a promising therapeutic choice for TNBC. Our study aimed to analyze the in vivo molecular response to PT and its efficacy in a MDA-MB-231 TNBC xenograft model. TNBC xenograft models were irradiated with 2, 6 and 9 Gy of PT. Gene expression profile (GEP) analyses and immunohistochemical assay (IHC) were performed to highlight specific pathways and key molecules involved in cell response to the radiation. GEP analysis revealed in depth the molecular response to PT, showing a considerable immune response, cell cycle and stem cell process regulation. Only the dose of 9 Gy shifted the balance toward pro-death signaling as a dose escalation which can be easily performed using proton beams, which permit targeting tumors while avoiding damage to the surrounding healthy tissue.

## 1. Introduction

Breast cancer (BC) is a heterogeneous disease classified in several subgroups based on molecular and genomic profiles, associated with different treatment responses [1,2]. So, following a BC diagnosis, the most immediate challenge in patient management is the prognosis determination and identification of the most appropriate therapeutic approach. Moreover, specific BC subtypes are associated with a worse prognosis due to the absence of successful treatment plans. In this sense, the triple-negative breast cancer (TNBC) subtype, which represents 15–20% of BC incidence, is a clinical challenge for oncologists, because of its aggressiveness and absence of successful therapies. Considering that TNBC is featured by estrogen (ER), progesterone (PR) and human epidermal growth factor-2 (HER2) negative receptor status, patients cannot be treated with specific hormonal or targeted therapy, and a gold standard chemotherapy has not been established yet [3]. In addition, considering the molecular differences among BC subtypes, the choice of a unique treatment plan common to all BC patients, including radiotherapy (RT), may not be the best option. Moreover, taking into account a relapse rate ranging from 25% to 40% after treatment of TNBC, the acquisition of chemo and radioresistance is taken into consideration. However, several authors have demonstrated that breast conserving surgery in tandem with RT was less likely to develop locoregional recurrence compared with mastectomy [4,5,6].

Over the last decade, the technological development of RT has led to more performing and innovative technologies which can deliver, with high precision, increasing doses saving the organ at risk, and high-dose radiation on small-sized tumor targets [1,7,8]. This property of the proton beam is due to its typical curve of energy deposition through the matter, releasing the well-known Bragg peak, which can represent a better conformational option in respect to conventional photon beams [3].

Then, proton therapy (PT) provides a substantial physical advantage compared to conventional RT by using X or Gamma radiation rays, even if its biological advantages still remain understudied. 

However, in BC treatment, the prospective use of PT in place of conventional RT would result in a lower ionizing radiation (IR) dose to the heart and lungs, especially if the tumor is located in the left mammary gland [9,10,11,12,13,14]. Furthermore, several authors have debated the use of conventional RT for TNBC patients [11,15,16]. Because of such advantages and due to clinically encouraging results, PT is currently used for different aggressive forms of cancers and its use is rapidly growing, especially for those sited in the proximity of organs at risk. However, few data are available regarding proton-induced molecular changes, particularly in mammary gland breast cells, a topic that therefore deserves to be accurately described. 

In this scenario, we have recently described the dose response effects on cell survival induced by proton beam irradiation by using an in vitro approach, and, for the first time to our knowledge, the radiation-induced gene expression profiles (GEPs) and immunological profiles produced by the BC cell lines with different aggressive phenotypes including the well-known TNBC model, the MDA-MB-231 BC cells (metastatic, basal, triple-negative) [7]. 

Here we decided to generate a TNBC xenograft model using MDA-MB-231, with the aim to test the in vivo PT efficacy and to search for specific PT molecular signature, using increasing doses of proton beam (2, 6 and 9 Gy) [17]. The dose range of 2–9 Gy was chosen with the aim of understanding the different molecular response observable with the dose escalation. Furthermore, the dose of 2 and 9 Gy were precedingly used in our in vitro experiments, allowing us to perform a GEP analysis comparison between in vitro and in vivo molecular responses induced by the same PT dose. In addition, an immunohistochemical (IHC) characterization was performed to search for particular markers of specific biological processes. 

The results of this comparison show the activation of specific pathways associated with the dose delivered and the time window analyzed in the MDA-MB-231 xenograft model, which sustains the control of key cellular processes, such as stem cell proliferation, cell cycle and cell death, and is thus able to control cell fate. In particular, the major PT efficacy is evident with the dose of 9 Gy, in which the survival/cell death balance is clearly moved toward tumor cell killing. These findings encourage the use of proton beams for the treatment of more aggressive tumor forms because its specific energy deposition curve allows the use of dose escalation while saving organs at risk. 

## 2. Results

### 2.1. Monte Carlo Simulation Depth Dose Profile and LET (Linear Energy Transfer) Assessment

As above described, specific treatment plans were developed for each animal used in this project. In turn, the best irradiation configuration and dose distributions were applied using the GEANT4-based application (GEometry ANd Tracking-4). DICOM (Digital Imaging and COmmunications in Medicine) CT images were employed to define the animal composition and geometry inside the GEANT4 framework. The medium LET (linear energy transfer) value calculated within the tumor was equal to 6.68 keV/μm. In Figure 1 an example of dose distribution calculated by our application is provided. 

### 2.2. Immunohistochemical Evaluation of Key Markers

Staining intensity of key regulator molecules involved in crucial cellular processes has been evaluated in order to better highlight the PT efficacy and understand which biological processes “are involved in the successful treatment plan” or “in the success of RT treatment” considering these results together with the whole genome GEP analysis, performed at the same doses. These markers’ expression has been correlated to the dose delivered (2, 6 e 9 Gy) in both the two-time window analyzed of 72 h and 10 days after PT. As shown in Table 1 these were: CD133 (Cluster of Differentiation 133) as cancer stem cells marker, Cyclin D1 as cell cycle positive regulator marker, ki67 as proliferation rate marker, cleaved Caspase 3 as apoptotic marker, CD68 (Cluster of Differentiation 68) as macrophage marker. In addition, Table 1 reports the evaluation of necrosis extension and the apoptotic cell count, in order to better elucidate the death mechanism induced by PT.

#### High Power Fields (HPF)

Figure 2A,B display representative H&E-stained slices deriving from samples analyzed 10 days and 72 h, respectively, after PT with 9 Gy of IR dose. In particular, after irradiation with 9 Gy, small foci of necrosis were observed 10 days post-irradiation (Figure 2A), while extensive necrosis was highlighted after 72 h (Figure 2B). In particular, the necrosis extension strongly increases with the dose escalation in the time window of 72 h post-PT, whereas 10 days after PT, we can observe an increase with the dose of 2 Gy with respect to untreated sample, and, then, a reduced necrotic extension at 6 and 9 Gy respect to the 2 Gy sample. Regarding apoptosis, a strong increase of cleaved CASP3 was highlighted in a dose- and time-dependent manners, except for samples treated with 9 Gy at the time window of 10 days post-PT. Figure 2C shows the high cleaved CASP3 expression after 72 h post-PT with the dose of 9 Gy.

In addition, the apoptotic count showed a slight increase with dose escalation in both the time window of 72 h and 10 days post-treatment. In order to understand the reduction of necrotic foci and cleaved CASP3 expression with higher doses in samples observed 10 days post-PT, we assessed the CD68, as a macrophage marker. Indeed, its positivity was found only in samples analyzed 10 days after PT, with higher scores just in the 9 Gy treated sample, rendering evident the scavenger effect by these cells, able to eliminate dead tumor cells and debris.

On the other hand, survival signals are activated by the treatment, as suggested by a mild increase of Cyclin D1 in samples treated with all the three doses, both after 72 h or 10 days from PT exposures, with the only exception of the 9 Gy sample analyzed after 10 days, most likely due to the above-mentioned scavenger effect by macrophages. Finally, the stem cell marker CD133 was found up-regulated after PT using all the doses of 2, 6 and 9 Gy in the early time-window of 72 h. Instead, after 10 days post-irradiation, a CD133 strong increase is observed with respect to the untreated sample, and then a progressive reduction with 6 and 9 Gy in respect to the 2 Gy sample. Figure 2D shows the CD133 expression in a tumor treated with 9 Gy observed 72 h post-PT. Finally, the Ki67 marker expression did not show significant changes. 

### 2.3. Overview of cDNA Microarray Gene Expression Analyses

As above described, in this work we analyzed the GEPs induced by PT irradiation using 2, 6 and 9 Gy of IR doses, on BC xenograft mice models in order to highlight genes and cellular processes involved in radioresistance/radiosensitivity balance regulation.

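Gene expression was measured on two-colour oligonucleotide microarrays, on which 2 RNAs carrying different dyes compete for the same probes. MDA-MB-231 is a human triple-negative breast cancer cell line, grown here as a tumor in mice. Tissue of the mouse in the tumor can carry RNA that binds human probes, which these arrays cannot separate. On every array, RNA of a tumor collected 72 h after PT with 2, 6 or 9 Gy carried the dye Cy5 and RNA of the untreated xenograft carried Cy3. The dyes were never exchanged, so a constant dye effect stays in every ratio. The authors deposited 18 scanner outputs, labelled as 6 biological replicates per dose. Their headers show 6 arrays on 2 slides, each array scanned 3 times. Log ratios of repeated scans of 1 array correlated between 0.869 and 0.919 across probes, those of the 2 arrays of a dose between 0.701 and 0.792, and those of arrays of different doses between 0.457 and 0.663. Genes are not independent replicates in these correlations. The scans of an array were averaged and counted as 1 replicate (n = 2 arrays per dose), a number that limits the precision of every value. The arrays of 2 and 6 Gy lay on 1 slide and those of 9 Gy on the other, so slide and dose cannot be told apart for 9 Gy. The arrays of 2 Gy and of 9 Gy lay at positions 1 and 4 of their slide, those of 6 Gy at positions 2 and 3. Position and dose therefore cannot be told apart between 6 Gy and the other doses. The paper's text does not state whether the 2 arrays of a dose carried RNA of different mice, or whether the untreated RNA was a pool and the same on every array. The spread between untreated tumors is therefore not part of any test.

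The authors corrected the background and normalized the dyes with Agilent's Feature Extraction, which gives the log10 ratio of Cy5 over Cy3. These ratios were converted to log2 and not normalized again. Between 57.9% and 60.9% of the spots of an array were well above background in Cy3 and between 61.7% and 66.9% in Cy5. The median Cy5 signal above background, before dye normalization, was 185 and 125 on the arrays of 2 Gy, 82.3 and 86.1 on those of 6 Gy and 57.8 and 56.9 on those of 9 Gy. In Cy3 it lay between 61.8 and 70.9. Probes were kept if well above background in either channel on at least 3 scans of a dose, which left 29191 probes of 22353 genes. Each dose was tested against a ratio of 1 with limma, all arrays in 1 fit. A gene was called when any of its probes changed at least 2-fold with a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p of a gene comes from this test.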

In detail, we analyzed the three following configurations:

(i) MDA-MB-231 xenograft mice_2Gy_PT
(ii) MDA-MB-231 xenograft mice_6Gy_PT
(iii) MDA-MB-231 xenograft mice_9Gy_PT

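After 2 Gy, 1556 genes were called, 1122 of them with a probe that rose and 437 with a probe that fell. The numbers were 1063 genes after 6 Gy (731 and 333) and 1600 genes after 9 Gy (1111 and 493). A gene with probes in both directions stands on both sides. With normexp background correction and loess normalization, which changed these counts most among the ways of making the ratios, 62, 18 and 156 genes were called. Both channels were well above background on every scan of the dose for 488 of the genes called after 2 Gy, 339 of those after 6 Gy and 724 of those after 9 Gy. Among these genes 234 had such a probe that rose and 254 such a probe that fell after 2 Gy, 152 and 187 after 6 Gy, and 541 and 183 after 9 Gy, so the excess of rises after 2 and 6 Gy rests on probes that were dim in at least 1 channel. The untreated channel of 844, 555 and 484 called genes was not well above background on any scan of the dose, so the size of these ratios is open.

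Among called genes with both channels well above background on every scan of the dose, CCR3 rose most after 2 Gy, by 4.10 ± 0.20 on the log2 scale (SD, n = 2), followed by CEACAM1 (3.44 ± 0.011) and C5AR2 (3.24 ± 0.23). The deepest falls after 2 Gy were those of TNNI2 (-2.53 ± 0.0095) and PVALB (-2.45 ± 0.13), genes of skeletal muscle, and of C1S (-2.23 ± 0.099). After 6 Gy, GPD1 (3.82 ± 0.023), PFKFB3 (3.40 ± 0.070) and HBA1 (3.38 ± 0.055) rose most, while HLA-DPB1 (-1.78 ± 0.029), EXOC6 (-1.69 ± 0.20) and HLA-DRB1 (-1.54 ± 0.0014) fell most. After 9 Gy these were PFKFB3 (3.84 ± 0.11), TDRD10 (3.13 ± 0.091) and TNNI2 (3.07 ± 0.033), against F13A1 (-2.16 ± 0.22), HLA-DPB1 (-1.86 ± 0.12) and C1S (-1.79 ± 0.028). The adjusted p of these genes lay between 1.41e-04 (TNNI2 after 9 Gy) and 0.00456 (EXOC6 after 6 Gy). Brighter probes of some of these genes gave other values. The brightest probe of PFKFB3 changed by -0.26 after 6 Gy and by -0.41 after 9 Gy, that of GPD1 by 0.11 after 6 Gy, and that of EXOC6 by -0.25 after 6 Gy. That of HLA-DPB1 changed by -0.92 after 6 Gy and by -1.43 after 9 Gy.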

Comparative differential gene expression analyses revealed that a conspicuous number of genes had significantly altered expression levels by 2-fold or greater, compared to the untreated reference group as follows: MDA-MB-231 xenograft mice_2Gy_PT, 1256 differentially expressed genes (DEGs; 457 down-regulated and 799 up-regulated); MDA-MB-231 xenograft mice_6Gy_PT, 848 DEGs (279 down-regulated and 569 up-regulated); and MDA-MB-231 xenograft mice_9Gy_PT, 1279 DEGs (407 down-regulated and 872-up regulated).

Moreover, up- and down-regulated transcripts for each configuration analyzed in this study were selected and grouped according to their involvement in specific biological pathways using the DAVID tool, as displayed in Table 2, Table 3, Table 4 and Table 5.

In detail, as shown in Table 2, Table 3 and Table 4, graft-versus-host disease, allograft rejection and phagosome cellular pathways were deregulated in all the three configuration assayed in this work, underling their key role strictly linked to proton irradiation rather than to the dose delivered. 

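HLA genes, which encode proteins that present antigens, are listed under several of these terms. Table 2 lists 10 HLA genes, of which 8 were called after 2 Gy, all lower at the probe that changed most. The 4 HLA genes of Table 3 were all called lower after 6 Gy, and 5 of the 6 of Table 4 after 9 Gy. HLA-DRA, whose probe lies on chromosome 6 from 32520426 to 32520485 in the hg17 build that the files use, changed by -1.29 ± 0.028 after 2 Gy (SD, n = 2, adjusted p = 3.93e-04), by -0.76 ± 0.0061 after 6 Gy (adjusted p = 7.48e-04) and by -1.11 ± 0.088 after 9 Gy (adjusted p = 2.93e-04). HLA-DRB1 changed by -1.64 ± 0.022 after 2 Gy and -1.71 ± 0.0041 after 9 Gy. With normexp and loess the HLA genes drawn by dose kept their directions, but the adjusted p of HLA-DRA after 6 Gy was 0.432. Every dose was set against untreated RNA, whose own HLA level was not compared with that of other tumors. Probes of 1 HLA gene did not always move alike. A dim probe of HLA-DQB1 was called higher after 2 Gy, with Cy5 well above background on 3 of 6 scans and Cy3 on none. HLA genes are similar in sequence, and a probe can bind the transcript of a related gene.

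Of the genes that Table 2 lists for graft-versus-host disease, 9 of 11 tested were called after 2 Gy (8 lower). From Table 3, 4 of 4 were called after 6 Gy (all lower), and from Table 4, 6 of 7 after 9 Gy (5 lower). The allograft rejection lists gave 8 of 10, 4 of 4 and 6 of 7. For the phagosome lists, 17 of 21 genes were called after 2 Gy (8 higher, 9 lower), 10 of 11 after 6 Gy (6 higher, 4 lower) and 14 of 17 after 9 Gy (6 higher, 8 lower). These lists were chosen by the paper on the same arrays, so the tallies are not independent of the choice. A list of 17 genes of HLA class II presentation, several of which the tables name, had a mean log2 ratio of -0.76 after 2 Gy (15 genes lower), -0.50 after 6 Gy (13 lower) and -0.81 after 9 Gy (15 lower). The limma set test camera gave Benjamini-Hochberg adjusted p of 9.92e-06, 1.75e-04 and 1.66e-04 for these falls with a preset correlation between genes of 0.01. The rotation test fry gave 2.20e-05, 3.43e-05 and 4.90e-05, while camera with the correlation estimated from the arrays gave 0.132 at each dose.

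**Figure D1:**
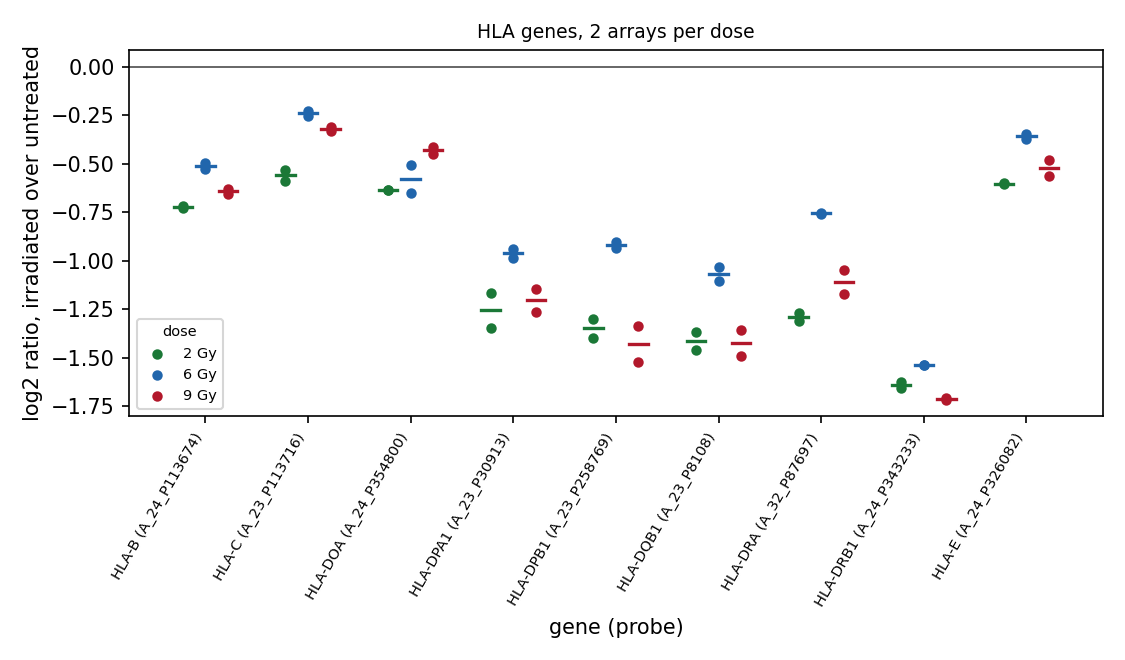
The log2 ratio of irradiated over untreated xenograft (vertical axis) for 9 of the HLA genes of Tables 2 to 4 and 6 at the brightest probe of each gene, with the 2 arrays of each dose as points and their mean as a line. HLA-DQA2, too dim at 2 and 6 Gy, is among those left out, so the genes drawn are not all that the tables list.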

The first two pathways are known to be related to immune reactivity of the recipient against the transplanted allograft. On the other hand, a phagosome is able to maintain host homeostasis because it is involved in the degradation of pathogens and cellular death as well as in other processes linked to antigen-presenting processes and the recovery of inflammatory mediators [18].

In addition, after 2 Gy of PT, our preclinical tumor model was able to deregulate the antigen processing and presentation pathway, once again underlying the immune system activation after PT, as well as the cell adhesion molecules (CAMs) involved in binding and communication with other cells.

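Of the 15 genes listed for antigen processing and presentation, 13 were called after 2 Gy, 10 of them lower and 3 higher. CD74, the invariant chain that accompanies HLA class II proteins, changed by -1.90 ± 0.028 (SD, n = 2, adjusted p = 3.19e-04), and HLA-DQB1 by -1.42 ± 0.066 at its brightest probe (adjusted p = 4.34e-04). Both differences were larger than the spread between the 2 arrays. With normexp and loess they were -0.20 for CD74 (adjusted p = 0.0421) and -0.21 for HLA-DQB1 (adjusted p = 0.0593). Of the 19 genes listed for cell adhesion molecules, 18 could be tested and 15 were called, 6 higher and 9 lower.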

On the other hand, after 6 Gy of PT irradiation, leukocyte transendothelial migration process and proteoglycans in the cancer pathway were deregulated. 

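For leukocyte transendothelial migration, 8 of the 11 listed genes were called after 6 Gy, 6 higher and 2 lower. The same list had 3 called genes after 2 Gy and 3 after 9 Gy. For proteoglycans in cancer, 19 of the 22 listed genes could be tested and 14 were called after 6 Gy, 11 higher and 3 lower, against 6 after 2 Gy and 8 after 9 Gy. Over the whole of Table 3, 27 of 34 genes tested were called, and 10 when probes had to be well above background in both channels on every scan.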

Precisely, leukocyte migration from the blood into tissues is vital for immune surveillance and inflammation while proteoglycans are key molecules and effectors of cell surface and microenvironments, known to have multiple functions in cancer and angiogenesis due their ability to regulate neoplastic growth and neovascularization [19].

Interestingly, after 2 and 6 Gy of PT irradiation, we selected only the top five statistical and biological relevant pathways. In contrast, after 9 Gy of PT irradiation we selected more numerous deregulated cellular networks and, thus, in Table 4 we reported the top 15 statistical and biological relevant pathways. 

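Table 4 names 113 genes, of which 106 could be tested and 92 were called after 9 Gy, 70 higher and 22 lower. When probes had to be well above background in both channels on every scan, 52 were called. Terms differed in direction. For platelet activation 13 called genes were higher and 1 lower, and for the VEGF signaling pathway 8 were higher and 1 lower. For antigen processing and presentation 4 were higher and 6 lower. Of the 35 tested genes listed for pathways in cancer, 32 were called after 9 Gy (25 higher, 7 lower), while 8 were called after 2 Gy and 9 after 6 Gy. Of the 10 tested genes of the HIF-1 signaling pathway, 8 were called after 9 Gy and 2 at each lower dose. The paper chose these genes on the 9 Gy arrays, so the lower numbers at the other doses are not independent of the choice.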

In summary, some of these are involved in cell–cell communication and/or immune system activation (i.e., antigen processing and presentation; Rap1 signaling pathway; graft-versus-host disease; chemokine signaling pathway; focal adhesion; allograft rejection, platelet activation, phagosome), others are related to tumor progression, angiogenesis and invasiveness (i.e., pathways in cancer; VEGF signaling pathway, proteoglycans in cancer; Ras signaling pathway, signaling pathways regulating pluripotency of stem cells; HIF-1 signaling pathway; Wnt signaling pathway). 

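The genes of Table 5, with CDC25 read as CDC25A, CDC25B and CDC25C because the member is not named, gave 18 genes that could be tested and 54 pairs of gene and dose. TAF7L was not well above background on any scan in either channel and was not tested. For some pairs, such as TNF after 2 and 6 Gy, the untreated channel was not well above background on any scan of the dose, so the size of these ratios is open. The adjusted p was under 0.05 for 41 pairs over all probes tested, and for 43 pairs adjusted over the list alone. The study chose the list on these arrays, so the second number is not independent evidence. The first number was 15 with normexp and loess. A change of at least 2-fold was reached by 3 pairs, FOS and FOSB after 2 Gy and GDF15 after 9 Gy. GDF15, which encodes a stress-induced cytokine, rose by 0.90 ± 0.043 on the log2 scale after 2 Gy (SD, n = 2), by 0.78 ± 0.084 after 6 Gy and by 1.32 ± 0.023 after 9 Gy (adjusted p = 4.93e-04, 7.45e-04 and 2.53e-04). RRAD rose by 0.59 ± 0.0089, 0.63 ± 0.0095 and 0.77 ± 0.033 at these doses, and WNT5A by 0.22 ± 0.018, 0.34 ± 0.056 and 0.19 ± 0.0048. MMP9 changed by -0.22 after 2 Gy (adjusted p = 0.00616), 0.21 after 6 Gy (adjusted p = 0.00774) and 0.41 after 9 Gy (adjusted p = 0.00119). TP53INP1 rose after 6 Gy, by 0.30 ± 0.019 (adjusted p = 0.00283), and not detectably after 2 Gy (adjusted p = 0.237) or 9 Gy (adjusted p = 0.294).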

Candidate genes were selected and used to validate microarray datasets by qRT-PCR analyses that confirm gene-expression trends (Table 5). Interestingly, as displayed, MDA-MB-231 xenograft mice exposed to PT with 2 and 6 Gy have shown overall comparable gene expression trends, unlike samples treated with the high dose of 9 Gy. 

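The doses were compared directly, in contrasts from which a constant dye effect drops out, as does the untreated RNA if all arrays carried the same. Between 6 and 2 Gy, 260 genes differed at least 2-fold, 84 of them higher after 6 Gy. Between 9 and 2 Gy 758 genes differed, and between 9 and 6 Gy 416. All 3 numbers changed when single arrays were left out. They also fell without an array of the dose outside the comparison, so part of the change comes from the smaller fit. When any 1 array was left out, 3 to 181 genes differed between 6 and 2 Gy, 469 to 919 between 9 and 2 Gy and 128 to 540 between 9 and 6 Gy. Across all tested probes, the log2 ratios of 2 and 6 Gy correlated at 0.752, those of 2 and 9 Gy at 0.596 and those of 6 and 9 Gy at 0.700. Genes are not independent replicates, and unchanged groups simulated against 1 untreated RNA with the spread between arrays gave medians of 0.668, 0.669 and 0.667 in 100 draws. With a spread between tumors as large as that between doses, the medians were 0.431, 0.434 and 0.431, and the real spread between tumors was not measured. Both sets of medians follow from the spread assumed for the untreated RNA and from the 2 arrays per dose. The observed correlations are therefore not tested by them. The contrasts with 9 Gy are also contrasts between slides, and those with 6 Gy are also contrasts between positions on the slide. Among the genes of Table 5, MMP9 was higher after 6 than after 2 Gy by 0.43 (standard error 0.047, adjusted p = 0.0230) and higher after 9 than after 2 Gy by 0.63 (standard error 0.047, adjusted p = 0.00536).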

### 2.4. Commonly Deregulated Genes and Pathways among the PT Schedules

Moreover, in order to study the number of unique and shared differentially expressed genes between MDA-MB-231 xenograft mice exposed to IR doses of 2, 6 and 9 Gy, we performed Venn diagrams (Figure 3). 

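The calls of the doses were compared gene by gene. Both 2 and 6 Gy called 618 genes, 430 of them higher and 179 lower at both doses and 6 in opposite directions. For 2 and 9 Gy these numbers were 605 genes, 360 higher, 198 lower and 43 opposite. For 6 and 9 Gy they were 536 genes, 334 higher, 194 lower and 5 opposite. All 3 doses called 376 genes, of which 237 were higher at every dose, 130 lower at every dose and 9 neither. The 3 doses shared 8 genes with normexp and loess. If all arrays carried the same untreated RNA, a deviation of that RNA returns at each dose. In simulated draws of unchanged groups with the spread between arrays, at most 4 genes were shared by the 3 doses. If unchanged tumors were instead assumed to differ from one another as much as the doses did, a median of 149.5 genes was shared, between 118 and 180. The real spread between untreated tumors was not measured.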

As shown, a great amount of genes were commonly deregulated in the configurations assayed: 489 genes were deregulated after 2 and 6 Gy of proton irradiation; 469 genes changed their expression levels after 2 and 9 Gy; and 407 were deregulated both after 6 and 9 Gy of PT, respectively shown in Figure 3A–C. Finally, as shown in Figure 3D, we decided to highlight the deregulated gene set shared between all the configurations assayed (2, 6 and 9 Gy) and, thus, we selected the 290-gene signature linked to proton cell response rather than to the dose delivered (Figure 3D). The respective DAVID analysis of this gene list results in the following pathways: antigen processing and presentation; graft-versus-host disease; allograft rejection; phagosome and complement and coagulation cascades signaling (Table 6), confirming once again the crucial role of immune system activation, in response to irradiation by proton beams of a xenograft model.

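All 12 genes listed in Table 6 were called at each of the 3 doses, 8 lower and 4 higher. The lower genes included 4 HLA genes and CD74. HLA-DPA1 changed by -1.26 ± 0.12 after 2 Gy (SD, n = 2), -0.96 ± 0.034 after 6 Gy and -1.20 ± 0.083 after 9 Gy at its brightest probe (adjusted p = 4.96e-04, 8.51e-04 and 4.39e-04). After 6 Gy this probe did not reach 2-fold, nor did the brightest of HLA-DPB1 (-0.92 ± 0.023), and dimmer probes of these genes gave the calls. CD46, which protects cells from complement, fell at least 2-fold at each dose at 1 probe, with -1.28 ± 0.052 after 6 Gy and -1.15 ± 0.061 after 9 Gy. Its brightest probe, at -0.49 ± 0.026, -0.48 ± 0.027 and -0.74 ± 0.0084, did not reach 2-fold at any dose. ITGB3 rose by 1.07 ± 0.13, 1.03 ± 0.031 and 1.34 ± 0.19 at its brightest probe. The other higher genes were F5, KIR3DL3 and TUBAL3, whose untreated channel was well above background on no scan of 2 and 6 Gy and on 2, 2 and 0 of 6 scans of 9 Gy. Where it was on none, a bound was computed as the mean Cy5 signal over the larger of the gene's own Cy3 signal and the lowest Cy3 signal of a probe well above background, which stays open to dye bias. F5 was at least 1.02-fold and KIR3DL3 at least 1.01-fold higher after 2 Gy, and TUBAL3 at least 1.04-fold higher after 9 Gy. The bound was lower for TUBAL3 after 2 Gy (1.004-fold) and F5 after 6 Gy (1.001-fold), and for KIR3DL3 and TUBAL3 after 6 Gy it did not exceed 1, so a rise of these after 6 Gy is not bounded. From the pathways of the shared genes, the paper concludes that activation of the immune system has a crucial role in the response of the xenograft to proton beams.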

## 3. Discussion

One of the main aims of our research group is to fill the gap regarding the radiobiological knowledge of the molecular responses induced by PT and its potential advantages for treating radioresistant tumor subtypes. In addition, several authors have reported controversies with respect to the use of conventional RT for patients with TNBC (ER–/PR–/HER2–) [15,16]. In this sense, the absence of hormonal or targeted therapy against TNBC makes it a clinical challenge for oncologists in terms of patient management. 

According to these assumptions, we decided to investigate the molecular responses induced by PT in MDA-MB-231 BC cells, chosen as the best model of a TNBC disease, by using in vitro and in vivo approaches, in order to clarify mechanisms involved in the treatment success. This knowledge could help us to identify possible targets to induce radio-sensibilization and shift the balance of cell fate towards death. Furthermore, we aimed to use protons because they offer the physical advantage of reaching the target site while saving the organs at risk, such as heart and lungs. In addition, as suggested by some authors, a variable instead of fixed RBE (Relative Biological Effectiveness) (1.1) should be considered along the proton energy deposition curve (Bragg curve), taking into account the RBE dependency on linear energy transfer (LET) and tissue properties (α/β values) [20,21]. Particularly, there is an inverted relationship between proton energy and LET, corresponding to an RBE increase especially in the distal SOBP (Spread-out Bragg peak). These properties make them more suitable for those radioresistant tumors. 

The dose range of 2–9 Gy has been chosen with the aim of understanding the different molecular response observable with the dose escalation. In particular, the doses of 2 and 9 Gy were previously used in our in vitro experiments, both using photons/electrons or protons, allowing us to use the possibility to make a GEP analysis comparison. It has to be remembered that 2 Gy is the daily dose of a conventional RT fractionated treatment, whereas 9 Gy is used as a boost dose in the IOERT (IntraOperative Electron Radiation Therapy) technique. 

In particular, we highlighted a strong activation of the immune response in MDA-MB-231 cells subjected to PT irradiation in a time-dependent manner [7]. Indeed, MDA-MB-231 cells showed the strongest potentially pro-inflammatory profile compared with other BC cell lines analyzed. The activation of intracellular inflammatory-related pathways justifies the MDA-MB-231 cells’ capacity to release inflammatory molecules in tumor microenvironment, then driving cell fate balance, senescence mechanism, angiogenesis and cell migration. Taken together, these data strongly suggest that the TNBC cells’ aggressive phenotype and their resistance to treatments are sustained by the activation of intracellular pro-inflammatory mechanisms, which are known to be a typical response to stress stimuli such as irradiation. Notably, this particular behavior is peculiar to MDA-MB-231 and it is not shared by other cell lines studied previously by our group, as for example in MCF7 cells, which had a very low activation of the immune response, both for quantity and types of released cytokines, and, instead, showed a molecular response to irradiation driven by the p53 pathway [7,8,22]. 

Then, here we used an immunohistochemical approach and a whole-genome cDNA microarray to better understand the real in vivo response to PT irradiation, in respect to what we previously observed in vitro, applying the same doses. 

Table 1 displays the quantification of some key biomarkers involved in cell fate balance after irradiation, by IHC approach. These biomarkers are crucial actors in cell cycle regulation, stem cell regenerative capability or death processes, such as apoptosis or necrosis; for the latter the percentage extension was also determined.

Table 2, Table 3, Table 4 and Table 6 display the top 5–15 significant pathways activated in the tumor tissues of our xenograft models in response to 2, 6 and 9 Gy, respectively, using untreated tumor tissues as control, resulting in a relative GEP quantification. It can be observed that the three dose configuration used (2, 6 and 9 Gy) share: (1) a strong cancer cell communication, driven by CAM molecules; (2) graft-versus-host disease due to the xenografts model creation; (3) the activation of stem cells pathway known to be involved in radioresistant phenotype; (4) an overall up-regulation of inflammation biomarkers confirming, once again, the MDA-MB-231 great inflammatory potential.

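The lists printed for single doses were also read at the other doses. Of the 18 tested genes that Table 2 lists for cell adhesion molecules, 6 were called after 6 Gy (2 higher, 4 lower) and 7 after 9 Gy (2 higher, 5 lower). Of the 17 tested genes that Table 4 lists for pluripotency of stem cells, 2 were called after 2 Gy, 3 after 6 Gy and 12 after 9 Gy, 8 of these higher. Of the 16 tested genes of the chemokine signaling pathway, 7 were called after 2 Gy (5 higher, 2 lower), 5 after 6 Gy (all higher) and 16 after 9 Gy (12 higher, 4 lower). A list of 33 interferon-stimulated genes was lower after 2 Gy (mean log2 ratio -0.40, 25 genes lower, camera adjusted p = 6.00e-04) and after 9 Gy (-0.35, 23 lower, adjusted p = 0.00176). After 6 Gy its mean was 0.010, its median -0.12 and the direction of camera down (adjusted p = 0.177), while that of the rotation test fry was up (adjusted p = 0.00294).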

In comparison with our previous data on the MDA-MB-231 in vitro model, the first two above mentioned pathways are peculiar of the PT response by the animal model, due to the presence of a tridimensional tissue in this case, which amplify the cell–cell communication, and due to the insertion of a human tumor cell line into the mouse model, which activates the well-known host versus graft response, here observable despite the fact that we used nude immunosuppressed mice.

On the other hand, the other two pathways (3 and 4) are common in the in vitro and in vivo models, confirming the PT capacity, even at low doses, to activate a certain tumor counterattack strategy for radioresistance, using inflammation and stem cell activation, which try to direct cell fate towards survival and proliferation.

In this regard, even the literature describes the role of remaining tumor cancer stem cells before the RT starting and their ability to repopulate over the course of treatment plan in several conditions including hypoxia, stroma interaction among cells and variations in the intrinsic cells’ sensitivity to radiation, as well as in the modulation of DNA repair or other cell survival pathways [23,24,25,26,27]. Thus, we better explored the stem cell marker modulation in our BC xenograft model during PRT plans, considering our GEP and IHC data (Table 1 and Table 5). In particular, an up-regulation of CD24 and CD44 gene expression was assessed both by microarray technology and by qRT-PCR in all the three dose configurations assayed at 72 h post-RT. Similarly, using IHC, we reported the CD133 up-regulation after PT using all the doses 2, 6 and 9 Gy in the early time-window of 72 h. Instead, after 10 days post irradiation, a CD133 progressive reduction is observed, in respect to untreated mice, making us hypothesize that the tumor stem potential downregulation is a late effect of PRT. This opposite trend, between the two-time windows analyzed, is probably due to the scavenger process driven by macrophages, which is more evident after more days. Indeed, the macrophage CD68 marker was positive only in the 10 days post-RT samples, by IHC approach (Table 1), confirming their role in tissue remodeling during the days after PT.

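CD24 rose by 0.51 ± 0.061 on the log2 scale after 2 Gy (SD, n = 2, adjusted p = 9.75e-04) and by 0.30 ± 0.039 after 6 Gy (adjusted p = 0.00399). After 9 Gy it was at -0.051 ± 0.043 and no rise was detectable (adjusted p = 0.302). The value after 9 Gy lay below that after 2 Gy (difference -0.56, standard error 0.053, adjusted p = 0.00796). The files place the CD24 probe on chromosome Y of hg17, from 19540943 to 19541002, and CD24 has similar copies in the genome, so the probe need not measure 1 locus. CD44, with a probe on chromosome 11 from 35207510 to 35207569, rose by 0.45 ± 0.022 after 2 Gy (adjusted p = 6.20e-04), by 0.10 ± 0.0016 after 6 Gy (adjusted p = 0.0290) and by 0.31 ± 0.0012 after 9 Gy (adjusted p = 0.00114). The adjusted p of CD44 after 6 Gy was 0.0561 with normexp and loess. Neither gene reached 2-fold at any dose.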

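CDC20, an activator of the anaphase-promoting complex, changed by -0.16 ± 0.051 on the log2 scale after 2 Gy (SD, n = 2, adjusted p = 0.0171) and by -0.14 ± 0.044 after 6 Gy (adjusted p = 0.0226). After 9 Gy it was at 0.051 ± 0.0041 (adjusted p = 0.254). CCNA2, which encodes cyclin A2, changed by -0.31 ± 0.022 (adjusted p = 0.00513), -0.38 ± 0.016 (adjusted p = 0.00338) and 0.00053 ± 0.11 (adjusted p = 1) at these doses. The value after 9 Gy was higher than after 2 Gy by 0.21 for CDC20 (adjusted p = 0.0419) and by 0.31 for CCNA2 (adjusted p = 0.0312), while for neither was a rise over the untreated xenograft detectable after 9 Gy with the scans of an array averaged. With 18 scans as separate arrays, as first planned, the adjusted p of CDC20 after 9 Gy was 0.00684, a fit that counts repeated scans as replicates. With normexp and loess, the falls of CDC20 and CCNA2 after 2 Gy had an adjusted p of 0.602 and 0.0786, and the values after 9 Gy were -0.0044 and -0.0074. Without 1 array of 9 Gy, CCNA2 was at -0.074 after 9 Gy. The CDC25 phosphatases differed among themselves. CDC25A changed by -0.25 ± 0.089 after 2 Gy (adjusted p = 0.0122), 0.32 ± 0.044 after 6 Gy (adjusted p = 0.00664) and 0.14 ± 0.070 after 9 Gy (adjusted p = 0.0593). CDC25B was lower after 2 Gy (-0.24 ± 0.012, adjusted p = 0.00330) and after 9 Gy (-0.11 ± 0.044, adjusted p = 0.0289). CDC25C was not detectably changed after 2 Gy (adjusted p = 0.334) and was higher after 9 Gy (0.38 ± 0.13, adjusted p = 0.00782). With normexp and loess the adjusted p was 0.204 for CDC25A and 0.388 for CDC25B after 2 Gy.

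In a list of 30 cell cycle genes that includes CDC20, CCNA2 and CDC25C, 27 were lower after 2 Gy (mean log2 ratio -0.33, camera adjusted p = 2.88e-07), 22 after 6 Gy (-0.24, adjusted p = 3.60e-04) and 14 after 9 Gy (0.016, adjusted p = 0.711). The 9 Gy arrays lay on a slide of their own.

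**Figure D2:**
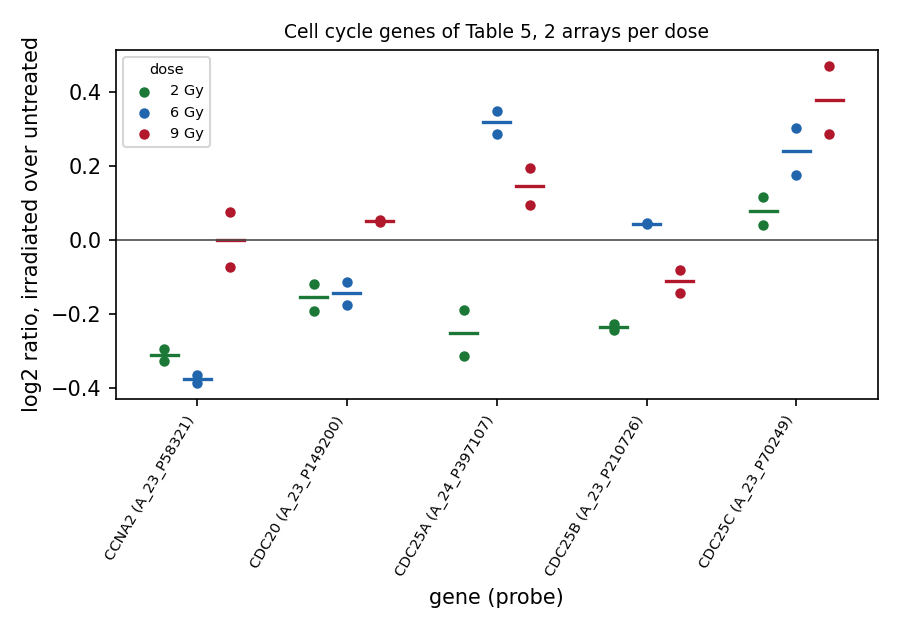
The log2 ratio of irradiated over untreated xenograft (vertical axis) for CCNA2, CDC20, CDC25A, CDC25B and CDC25C, with the 2 arrays of each dose as points and their mean as a line. After 9 Gy the arrays lie on both sides of 0 for CCNA2 and just above 0 for CDC20.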

We also investigated the cell cycle modulation after PT, observing the CDC20, CDC25 and CCNA decreased gene expression after the administration of the dose of 2 Gy (Table 5), and their upregulation 72 h post-PT with 9 Gy. However, a mild increase of Cyclin D1 is observed, by IHC approach, in samples treated with all three doses, both after 72 h or 10 days from PT exposure, with the only exception of the 9 Gy sample analyzed after 10 days, most likely due to the above-mentioned scavenger effect by macrophages. 

These results make evident the role of irradiation in stimulating cell cycle progression and stem cell proliferation in MDA-MB-231 cells, thus activating radioresistance, especially observable at low doses in early post-treatment time windows.

Besides, we assayed the Ki67 immunomarker, a nuclear protein that is expressed exclusively during the active cell cycle phases, but not in resting cells. As known, Ki67 is widely used in pathology to assess cell proliferation within multiple different neoplasms including BC [28]. In BC, Ki67 has shown a promising role as an independent prognostic marker and as a predictive marker of responsiveness or resistance to therapies, with a consolidated prognostic utility [29]. In our experiment, no statistical variation among the PT configurations assayed was reported, as displayed in Table 1. 

On the other hand, in order to analyze the activation of the cell death process after PT exposure, we assayed the amount of the main apoptosis key regulator by IHC: the CASP3 cleaved protein. As reported in Table 1 a strong increase of CASP3 was highlighted in a dose- and time-dependent manner, except for samples treated with 9 Gy at the time window of 10 days post-PT. Similarly to what we observed for the CD133 and Cyclin D1 biomarkers, this observation could be the result of scavenger action, which removed the dead cells. 

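BAX, which promotes apoptosis, has 3 probes on chromosome 19, all well above background on every scan, and their values after PT were unlike. At the brightest probe (54156716 to 54156775 in hg17), BAX changed by -0.12 ± 0.0092 on the log2 scale after 2 Gy (SD, n = 2, adjusted p = 0.0135), -0.16 ± 0.0060 after 6 Gy (adjusted p = 0.00727) and -0.075 ± 0.014 after 9 Gy (adjusted p = 0.0588). At the probe from 54150541 to 54150600 it changed by -0.24 ± 0.030 (adjusted p = 0.00329), 0.023 ± 0.032 (adjusted p = 0.553) and 0.19 ± 0.026 (adjusted p = 0.00684). At the probe from 54150770 to 54150829 it changed by -0.32 ± 0.013 (adjusted p = 0.00147), -0.21 ± 0.042 (adjusted p = 0.00510) and -0.079 ± 0.0098 (adjusted p = 0.0746). All 3 probes were lower after 2 Gy, and 1 of 3 was higher after 9 Gy. The fall at the brightest probe had, with normexp and loess, an adjusted p of 0.108 after 2 Gy and 0.266 after 6 Gy. The value after 9 Gy exceeded that after 2 Gy by 0.43 (adjusted p = 0.00826) and 0.24 (adjusted p = 0.0209) at the dimmer probes, and by 0.050 at the brightest (adjusted p = 0.339). The probes of BCL2, which opposes apoptosis, went in opposite directions after 2 and 9 Gy. The brightest was at 0.29 ± 0.051 (adjusted p = 0.00470), 0.079 ± 0.014 (adjusted p = 0.167, no rise detectable) and 0.24 ± 0.080 (adjusted p = 0.00862) after 2, 6 and 9 Gy, and the other at -0.24 ± 0.020 (adjusted p = 0.00397), -0.26 ± 0.042 (adjusted p = 0.00349) and -0.36 ± 0.030 (adjusted p = 0.00132).

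**Figure D3:**
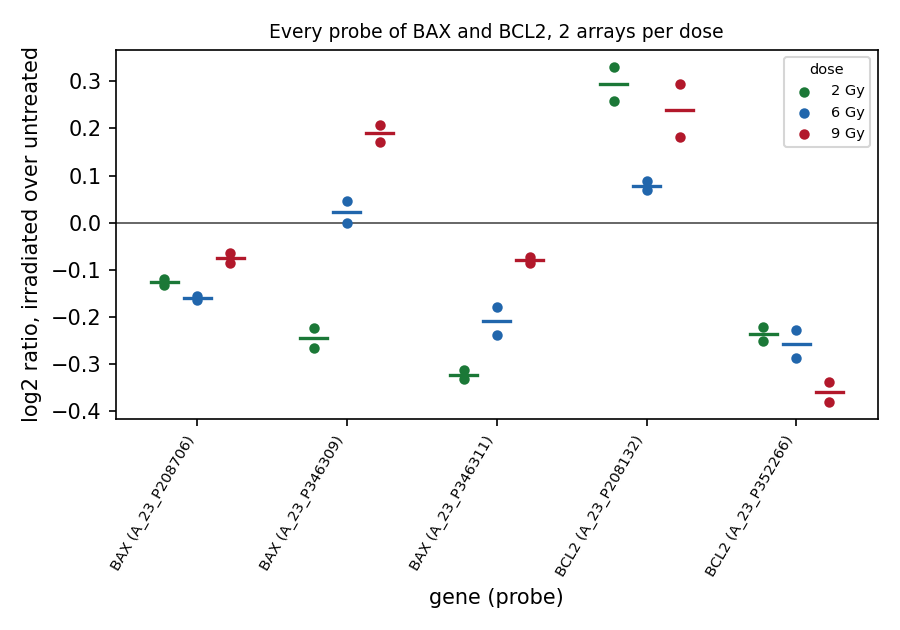
The log2 ratio of irradiated over untreated xenograft (vertical axis) for each probe of BAX and BCL2, with the 2 arrays of each dose as points and their mean as a line. After 9 Gy 1 of the 3 BAX probes lies above 0, and the BCL2 probes lie on opposite sides of 0 at every dose, the brightest close to 0 after 6 Gy.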

In line with the above-reported cell cycle and apoptosis trends, a BAX down-regulation was reported after 2 Gy, and, conversely, an up-regulation after 9 Gy of IR dose at 72 h post-PT (Table 5). In addition, considering the apoptotic count, assessed by morphology, a slight increase is observed with increasing dose in both samples analyzed at 72 h and 10 days post-treatment. 

As well described in the literature, IR activates complex cross-linked intracellular networks, able to define cell fate in the choice between survival and death. It has become evident that, in particular for solid tumors, the inhibition of neoplastic cell proliferative capacity following irradiation can occur through different types of cell death (i.e., apoptosis, necrosis, mitotic catastrophe, autophagy and senescence) [30]. However, necrosis has generally been considered as a predominant cell death process after the administration of treatment with high IR doses, while at a lower doses, it has been recognized as a passive and unregulated event [31]. Then, we also evaluated the number of necrotic foci and the percentage of necrosis extension by morphology, as displayed in Table 1. 

In the early time window of 72 h post-PT, a strong increase of necrotic extension is recognizable with the dose increase, whereas 10 days after PT, we can observe a strong increase with the dose of 2 Gy in respect to untreated sample, and a reduced necrotic extension using 6 and 9 Gy in respect to the 2 Gy sample. Again, this negative trend reported in the late time window of 10 days post-PT makes evident the scavenger activity to clear cellular debris, promoting phagocytosis, and mediating the recruitment and activation of other macrophages. Indeed, the CD68 positivity correlates with the dose delivered: 5–20% after 2 and 6 Gy; 20–50% after 9 Gy of IR doses, respectively. 

A tumor size reduction post-PT was not revealed by digital caliper, since it would have been necessary to wait for longer than 10 days, during which tumors treated with low doses would have grown beyond the maximum limit imposed for the animal sacrifice, in order to avoid suffering. Therefore, the in-depth study of the above described biological processes has become necessary to clarify the PT effect in our xenograft TNBC models.

Among the early activated GEP within 72 h post-PT, we confirm the activation of a key transcription factor (TF) as FOS, known to be related to the response to radiation, but poorly described following unconventional treatment modalities, as after PT. 

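FOS, with a probe on chromosome 14 from 74817967 to 74818026 in hg17, rose by 2.31 ± 0.018 on the log2 scale after 2 Gy (SD, n = 2, adjusted p = 1.91e-04), by 0.16 ± 0.053 after 6 Gy (adjusted p = 0.0139) and by 0.93 ± 0.011 after 9 Gy (adjusted p = 2.70e-04). The rise after 9 Gy was smaller than after 2 Gy (difference -1.37, standard error 0.044, adjusted p = 0.00105). With normexp and loess, FOS after 6 Gy was at 0.023 (adjusted p = 0.970). FOSB was higher after each dose, with an adjusted p of 4.82e-04, 0.00547 and 0.00673, but its untreated channel was well above background on 5, 3 and 6 of the 6 scans. After 9 Gy it rose by 0.38 ± 0.080, and with normexp and loess no change was detectable after 6 Gy (-0.00074) or 9 Gy (adjusted p = 0.224). A list of 23 immediate early genes that includes both had a mean log2 ratio of 0.34 after 2 Gy, 0.042 after 6 Gy and 0.26 after 9 Gy, and did not pass camera at any dose (adjusted p = 0.495, 0.862 and 0.150, the direction at 6 Gy being down). The rotation test fry gave adjusted p of 3.94e-04, 0.0561 and 0.00126 for it.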

TFs regulate a wide spectrum of genes involved in inflammation, apoptosis, invasion and angiogenesis processes, contributing to confer tumor cell radioresistance [30,32,33]. In particular, AP-1 proteins (assembled from JUN and FOS proteins), and, above all, c-Fos, play an important role in the induction and development of radiation late effects in normal tissues. The JunB gene is responsive to IR and is immediately induced early after stimulation [30].

Finally, the DAVID analysis of commonly deregulated genes and pathways, among the PT schedules, confirms the involvement of some immunological processes, described above as strictly linked to proton cell response in MDA-MB-231 xenograft model: antigen processing and presentation; graft-versus-host disease; allograft rejection; phagosome and complement and coagulation cascades signaling (Table 6).

Moreover, we also confirm the activation of pathways poorly described in the literature, but previously observed by our group, such as the Rap1 signaling pathway and the Phagosome activation [34]. 

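Of the 26 genes that Table 4 lists for the Rap1 signaling pathway, 24 could be tested and 22 were called after 9 Gy, 18 of them higher and 4 lower. After 2 Gy 6 of them were called (3 higher, 3 lower), and after 6 Gy 6 (3 higher, 3 lower). Of the 17 genes that the same table lists for the phagosome, 10 were called after 2 Gy (4 higher, 6 lower) and 8 after 6 Gy (4 higher, 4 lower).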

Rap1 gene encodes a protein that is part of a complex involved in the regulation of telomere length, possibly involved in the senescence process activation [35]. The regulation of phagosomes could be involved in radiation-induced autophagy, known to be able to enhance radioresistance and leading to activation of the survival pathway, as recently observed [36].

## 4. Material and Methods

### 4.1. Dose Evaluation and Distribution by Monte Carlo GEANT4 Toolkit

In order to optimize the irradiation procedures and dosimetry for in vivo experiments we decided to use a Monte Carlo approach using GEANT4 toolkit, as previously described by our group [8,21]. All proton treatments were performed at the INFN-LNS CATANA proton therapy facility in Catania (Italy) using a passive fixed horizontal proton beam line with an energy of 62 MeV/A. A beam shaping system was used to obtain a uniform dose distribution at the isocenter [21,37,38]. To optimize animal irradiation schedules and to obtain a precise and reproducible irradiation setting, we developed a dedicated positioning animal holder system [21,37,39]. All animals were irradiated using a degraded spread-out Bragg peak (SOBP), thanks to the use of a poly (methyl methacrylate) (PMMA) modulator wheel. The dosimetry was performed using a Markus ionization chamber (PTW Freiburg GmbH, Germany) and gafchromic EBT3 films (ISP Corp., New York, NY, USA) with an accuracy better than 3%. According to irradiation procedures conventionally used during PT in clinical practice, the dose delivery was monitored by a transmission ionization chamber placed along the beam line. All animal irradiations were performed at the same time interval of the day to guarantee no difference related to mice circadian rhythm, with a constant dose rate of 5 Gy/min.

Secondly, in order to perform an accurate and efficient prediction of the dose distribution inside tumors, a Monte Carlo simulation was applied. Moreover, the GEANT4 Monte Carlo toolkit was used to reduce irradiation of organs at risk (OAR). In turn, a previously developed and validated GEANT4-based application was used to perform a preliminary assessment of dose map, using the real mice anatomical structures. Thus, we evaluated linear energy transfer (LET) distribution [21] defining, voxel-by-voxel, the real target composition thanks to the use of a preclinical micro-PET/CT and DICOM micro-CT images (Albira Si, Bruker, Belgium), available at CAPiR (Centre for Advanced Preclinical in vivo Research), University of Catania, Italy [21]. The datasets were acquired using 600 views in high-resolution configuration, X-Ray energy of 45 kVp, a current of 400 µA and the dimension of each CT-voxel was equal to 125 × 125 × 125 µm^3^. 

### 4.2. Animal Model

#### Ethics Statement and Animal Model

The experiments were performed in accordance with the European Communities Council directive and Italian regulations (EEC Council 2010/63/EU and Italian D.Lgs. 26/2014). The project was approved by the Italian Ministry of Health (authorization number n. 527/2016-PR, approved on 26 May 2016). Efforts were employed to replace, reduce and refine the use of laboratory animals. To avoid irrelevant suffering to treated mice, euthanasia was performed as soon as the final score was reached. The endpoint used to determine if animals should undergo euthanasia was reached when tumor lesions showed a dimension higher than 1.2 cm and/or weight loss more than 20%.

All reasonable efforts were made to ameliorate suffering, avoiding the most painful procedures. To minimize suffering and mice distress, standard environmental enrichment of two nestles, a cardboard Fun Tunnel and one wooden chew block were provided.

Experiments were performed on 8 weeks old BALB/c Nude female mice (Charles River Laboratory), weighing 24 ± 3 g. Animals were housed in IVC cages at constant temperature (23–25 °C) under a 12/12 h light/dark cycle with ad libitum access to food and water. Mice were housed using a stocking density of 3 mice per cage in individual IVC cages. 

A total of 4 × 10^6^ MDA-MB-231 BC cells were inoculated in a total number of 24 mice (18 animals to treat with PT and 6 controls) [7,22,34]. Animal health and behavior were monitored twice a week together with body weight and clinical specific signs up to the sacrifice. After two weeks of growth the tumors reached the size of 8 +/− 2 mm, monitored by digital caliper, and irradiation treatments were performed. Proton irradiations were executed with doses of 2 Gy (6 mice), 6 Gy (6 mice) and 9 Gy (6 mice). So, 72 h and 10 days post-PT treatments, tumors were measured again using a digital caliper, then mice were sacrificed and treated tumors (as well as untreated ones used as control) were collected and stored at −80 °C until molecular analyses. 

### 4.3. Immunohistochemistry (IHC)

Tumor sections from MDA-MB-231 xenografts in Balb/c nude mice were collected at specific time points (72 h and 10 days) after PT treatments using 2, 6 and 9 Gy of IR doses. Sections were processed as previously described [40]. Briefly, the slides were dewaxed in xylene, hydrated using graded ethanol and incubated for 30 min in 0.3% H_2_O_2_/methanol to quench endogenous peroxidase activity, then rinsed for 20 min with phosphate-buffered saline (PBS; Bio-Optica, Milan, Italy). The sections were heated (5 min × 3) in capped polypropylene slide-holders with citrate buffer (10 mM citric acid, 0.05% Tween 20, pH 6.0; Bio-Optica, Milan, Italy), using a microwave oven (750 W) to unmask antigenic sites. To reduce the commonly seen non-specific immunoreactivity due to endogenous biotin, sections were pretreated with 10 mg/mL of ovalbumin in PBS followed by 0.2% biotin in PBS, each for 15 min at room temperature. Then, the sections were incubated with rabbit monoclonal anti-Cyclin D1 antibody (sp4; Diagnostics Biosystems, Pleasanton, CA, USA), diluted 1:50 in PBS (Sigma, Milan, Italy); rabbit monoclonal anti-estrogen receptors (ERs) antibody (ep1; DAKO, Glostrup, Germany), diluted 1:50 in PBS (Sigma, Milan, Italy); rabbit monoclonal anti-progesterone receptors (PgRs) (PgR636; DAKO, Glostrup, Germany) diluted 1:50 in PBS (Sigma, Milan, Italy); mouse monoclonal anti-Ki-67 antibody (MIB-1; DAKO, Glostrup, Germany), diluted 1:100 in PBS (Sigma, Milan, Italy); rabbit polyclonal anti-c-erb-B2 oncoprotein antibody (DAKO, Glostrup, Germany), diluted 1:500 in PBS (Sigma, Milan, Italy); mouse monoclonal anti-CD68 antibody (pg-m1; DAKO, Glostrup, Germany), diluted 1:100 in PBS (Sigma, Milan, Italy); rabbit polyclonal anti-CD133 antibody (Abcam, Cambridge, UK), diluted 1:200 in PBS (Sigma, Milan, Italy); rabbit polyclonal anti-cleaved caspase-3 antibody (Abcam, Cambridge, UK), diluted 1:50 in PBS (Sigma, Milan, Italy). The secondary biotinylated anti-mouse antibody was applied for 30 min at room temperature, followed by the avidin-biotin–peroxidase complex (Vector Laboratories, Burlingame, CA, USA) for a further 30 min at room temperature. The immunoreaction was visualized by incubating the sections for 4 min in a 0.1% 3,3′-diaminobenzidine (DAB) and 0.02% hydrogen peroxide solution (DAB substrate kit, Vector Laboratories, CA, USA). The sections were lightly counterstained with Mayer’s hematoxylin (Histolab Products AB, Göteborg, Sweden) mounted in GVA mountant (Zymed Laboratories, San Francisco, CA, USA) and observed with a Zeiss Axioplan light microscope (Carl Zeiss, Oberkochen, Germany).

Staining intensity score (IS) was obtained by two independent pathologists (RC, GB) and graded on a 0–3 scale, according to the following assessments: no detectable staining = 0, weak staining = 1, moderate staining = 2, strong staining = 3. Moreover, the percentage of immunopositive cells (Extent Score, ES) was scored in five categories: <5% (0); 5–30% (+); 31–50% (++); 51–75% (+++), and >75% (++++). Counting was performed at 200× magnification. In addition, staining intensity was multiplied by the percentage of positive cells to obtain the intensity reactivity score (IRS); IRS < 6 was considered as low expression (L-IRS), IRS > 6 was considered as high expression (H-IRS). The percentage of intratumoral CD68+ histiocytes was assessed according to the guidelines for evaluating the tumor-infiltrating lymphocytes (TILs) in breast cancer [41]. 

Only CD68 + histiocytes within the tumor’s borders were evaluated. CD68 + cells outside of the tumor borders were not included. Necrotic areas were excluded from the evaluation. CD68 percentage was reported as the average of histiocytes in the stromal component of the tumor. Thus, 3 groups were identified: 0–10% stromal CD68 + cells (group 1); 20–40% (group 2); 50–90% (group 3). 

In addition, as shown, the dosage and time of death, the number of necrotic foci, the necrosis extension (in terms of percentage of the total tumor tissue, %), were also reported in Table 1 for all the configurations assayed in this work. 

### 4.4. Apoptotic Count

The apoptotic count was performed by two pathologists (RC; GB) on hematoxylin and eosin-stained sections. The apoptotic count was assessed as the total number of apoptotic cells per 10 high power fields (HPFs) at 40× magnification using a Zeiss Axioplan light microscope (Carl Zeiss, Oberkochen, Germany).

### 4.5. Whole Genome cDNA Microarray Expression Analysis

In this work, we performed whole-genome cDNA microarray gene expression analyses, to study the biological processes activated in MDA-MB-231 xenograft mice models following 72 h post-PT, highlighting specific key genes involved in cell response to radiation and to select potential new biomarkers of radiosensitivity and radioresistance as previously described [7,42,43]. Then, 72 h post-PT treatments, mice were sacrificed; treated and untreated (used as a control) tumor tissues, were collected and stored until processing of molecular analyses. cDNA Microsoft was performed as previously described. Total RNA was extracted from cells using Trizol and the RNeasy mini kit (Invitrogen) and RNA concentration and purity were determined using a Nanodrop ND-1000 (Thermo Scientific Open Biosystems, Lafayette, CO, USA). Samples with an RNA integrity number (RIN) value of 10, assessed by using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA), were used for further microarray analyses. Thus, according to the Agilent Two-Color Microarray-Based Gene Expression Analysis protocol, we studied the GEPs induced by 2, 6 and 9 Gy of PRT in MDA-MB-231 xenograft mice models. So, cRNA synthesis, labelling with Cy dyes, hybridization onto Whole Human Genome 4 × 44 K microarray GeneChips (Agilent Technologies) and microarray image detections, were conducted as reported [44]. Finally, statistical data analysis, background correction and normalization of the GEPs were performed using Feature Extraction and GeneSpring GX 13.0 softwares (Agilent Technologies). Genes were identified as being differentially expressed if they showed a fold change (FC) of at least 2 with a *p*-value < 0.05 compared with radiation untreated tumor, used as reference. GEP data included in this paper are available in compliance with Minimum Information About a Microarray Experiment (MIAME) standards, using the following Gene Expression Omnibus (GEO) accession number: GSE149023.

Finally, we studied biological pathways regulated by the genes belonging to the differentially expressed gene lists obtained by GEP analyses, firstly using the Database for Annotation, Visualization and Integrated Discovery (DAVID) network building tool (https://david.ncifcrf.gov/tools.jsp), that provides a comprehensive set of functional annotation for investigators to study the biological content captured by high throughput technologies such as microarray analyses and secondly by using PubMatrix tool in order to confirm our assumptions [45].

### 4.6. qRT-PCR Analysis

Candidate genes for qRTPCR analysis were chosen based on the microarray results. Total RNA was reverse-transcribed into cDNA and then analyzed by real-time PCR in triplicate using a Fast 7500 Real-Time PCR System (Applied Biosystems, Carlsbad, CA, USA), as previously described [46]. The oligonucleotide primers chosen for qRT-PCR were selected with Primer3 software and tested as previously described [46]. Quantitative data, normalized versus that for the rRNA *18S* gene, were generated from three independent experiments and analyzed by the average of triplicate cycle threshold (Ct) according to the 2^−ΔΔct^ method using SDS software (version 1.4, Applied Biosystems, Carlsbad, CA, USA). The data shown and the values are expressed as the mean ± SD relative to mRNA levels in the untreated MDA-MB-231 xenograft mice not exposed to PRT, used as the control sample.

## 5. Conclusions 

As described above, the main aim of this work was to analyze the in vivo molecular response to PT and its efficacy in a MDA-MB-231 TNBC xenograft model, also describing for the first time to our knowledge specific PT molecular signatures linked to the dose delivered. 

Summarizing, our study reveals the effect of single shots of PT doses on a TNBC xenograft model, in the two-time window of 72 h and 10 days post-PT, showing a detailed molecular response for each configuration studied. In particular, the GEP analysis reveals a great immune response activation by the tumor tissue itself, due to irradiation, as well as a tentative tumor radioresistance through the positive modulation of cell cycle and stem cell process. 

Only the dose of 9 Gy showed evident effects of moving balance toward tumor cell death. Further evidence is the role of both innate immunity and macrophage cells which were actively attracted within the tumor to remove tumor dead cells and debris, a process evident even in our cell models of nude mice. Figure 4 displays in a synoptic way the conclusive remarks of this study, describing the trend of main cellular processes involved in the balance between death and survival, with respect to the increase of delivered dose (an activation of stem cell pathway; a modulation of cell cycle process; the apoptosis regulation and a strong increase of necrotic extension recognizable with the dose increase). 

As suggested by some authors, the proton energy deposition along the Bragg curve permits evaluation of a variable instead of fixed RBE, especially higher in the distal SOBP. These properties make protons more suitable to deliver higher total doses and dose per fractions, with dedicated treatment plans for more radioresistant tumors, targeted with much higher precision while saving surrounding healthy tissues and organs at risk [20,21]. 

## Figures and Tables

**Figure 1:**
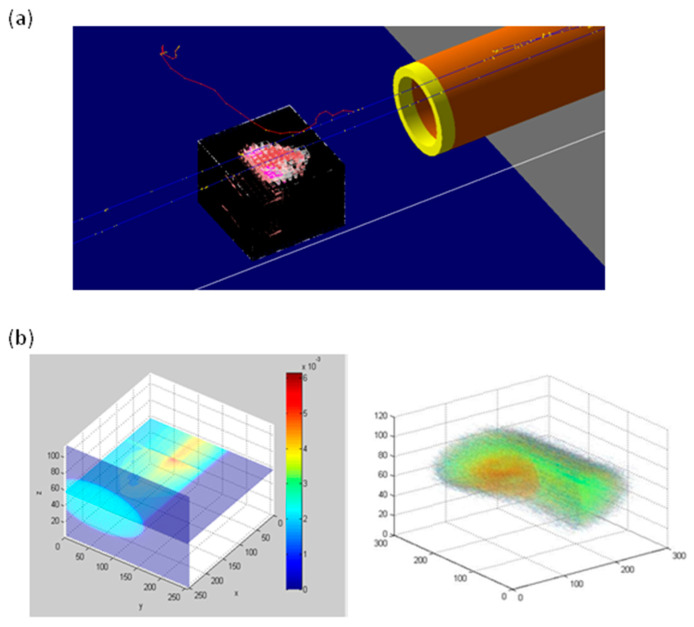
(**a**) Screenshot of DICOM volume in GEANT4. (**b**) Example of dose distribution calculated by Monte Carlo application.

**Figure 2:**
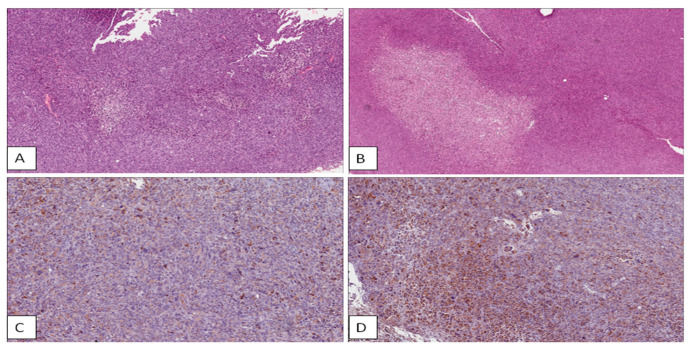
Representative slides of hematoxylin/eosin (H&E) and immunohistochemical staining. (**A**) Small necrosis foci after 10 days post-PT (proton therapy) with the dose of 9 Gy; (**B**) extensive necrosis after 72 h post-PT with the dose of 9 Gy; high immunohistochemical expression of caspase-3 (**C**) and CD133 (**D**) in tumor after 72 h post-PT with the dose of 9 Gy.

**Figure 3:**
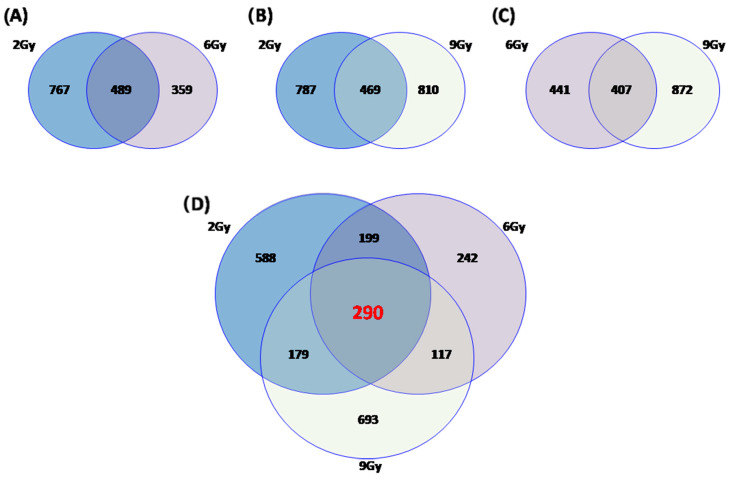
Venn diagram of the number of unique and shared differentially expressed genes after proton irradiation in MDA-MB-231 xenograft mice using 2, 6 and 9 Gy of radiation doses as follow: (**A**) unique and shared differentially expressed genes in samples treated with 2 and 6 Gy; (**B**) unique and shared differentially expressed genes in samples treated with 2 and 9 Gy; (**C**) unique and shared differentially expressed genes in samples treated with 6 and 9 Gy; (**D**) unique and shared differentially expressed genes in samples treated with 2, 6 and 9 Gy.

**Figure 4:**
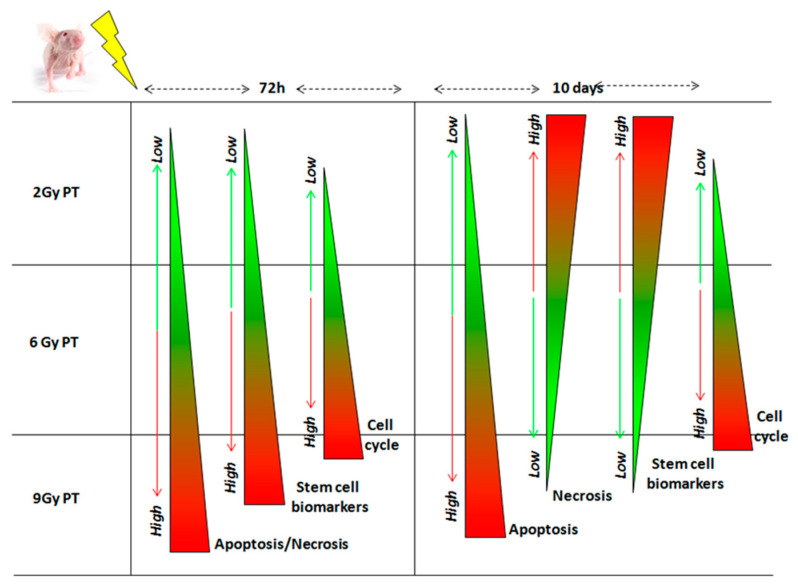
The figure displays the main remarks of this work. Green and red color represent the down- and up-regulation of the selected process after PT exposures, respectively. Stem cell activation: after 72 h post-PT with 2, 6 and 9 Gy, we assessed the up-regulation of CD24 and CD44 genes and by CD133 up-regulation. After 10 days post-irradiation, a CD133 progressive reduction was observed. Cell cycle modulation: a decreased gene expression followed by an up-regulation of CDC20, CDC25 and CCNA gene expression was measured according to the increasing dose delivered after 72 h post-PT. In addition, a mild increase of Cyclin D1 is observed, both after 72 h or 10 days from PT exposures. Apoptosis activation: a strong increase of CASP3 was highlighted in a dose- and time-dependent manners, except for samples treated with 9 Gy at the time window of 10 days post-PT. Moreover, the apoptotic count reported a slight increase according to the increasing dose, in both samples analyzed at 72 h and 10 days post-PT. Necrosis: after 72 h post-PT a strong increase of necrotic extension is recognizable with the dose increase, whereas 10 days after PT, a strong increase with the dose of 2 Gy in respect to untreated sample, and a reduced necrotic extension using 6 and 9 Gy in respect to the 2 Gy sample, were reported.

**Table 1:** Immunohistochemical tumor characterization.

Samples	Number of Necrotic Foci	Extension of Necrosis (%)	Caspase-3			CD133			Ki67	CD68	Cyclin D1	Apoptotic Count (10 High Power Fields)
			IS	ES	IRS	IS	ES	IRS				
Untreated (72 h)	0	0	1	1	1	2	1	2	60%	Negative	Negative	10
Untreated (10 days)	4	0.45	2	4	8	3	3	9	70%	Negative	Negative	11
MDA-MB-231 Xenograft mice exposed to 2 Gy (72 h)	1	10%	1	2	2	2	2	4	50%	Negative	Positive (+IS 2; ES 2; IRS 4)	12
MDA-MB-231 Xenograft mice exposed to 2 Gy (10 days)	3	20%	2	3	6	3	3	9	65%	Positive (+5–20%)	Positive (+IS 1; ES 2; IRS 2)	16
MDA-MB-231 Xenograft mice exposed to 6 Gy (72 h)	3	25%	2	4	8	3	3	9	50%	Negative	Positive (+IS 2; ES 2; IRS 4)	14
MDA-MB-231 Xenograft mice exposed to 6 Gy (10 days)	2	15%	2	2	4	2	3	6	70%	Positive (+5–20%)	Positive (+IS 2; ES 2; IRS 4)	14
MDA-MB-231 Xenograft mice exposed to 9 Gy (72 h)	2	50%	2	4	8	3	3	9	60%	Negative	Positive (+IS 2; ES 3; IRS 6)	15
MDA-MB-231 Xenograft mice exposed to 9 Gy (10 days)	1	5%	1	2	2	2	2	4	60%	Positive (++20–50%)	Positive (+IS 1; ES 3; IRS 3)	14

IS: intensity score (0–3); ES: extent score (0–4); IRS: intensity reactivity score (0–12). CD68 positivity was expressed using (+) symbol scale: lower positivity was expressed with one (+), while its increment with multiple (+).

**Table 2:** GEPs (gene expression profiles) DAVID analysis of MDA-MB-231 xenograft mice exposed to 2 Gy of proton irradiation.

Top 5 Molecular Pathways of Differentially Expressed Genes of MDA-MB-231 Xenograft Mice Exposed to 2 Gy of Proton Irradiations				
	Term	Count	*p* Value	Genes
1	Graft-versus-host disease	12	8.1 × 10^−7^	*HLA-DQB1, HLA-DRB1, HLA-A, IL1B, FASLG, HLA-C, HLA-DPA1, HLA-B, HLA-DPB1, HLA-DOA, HLA-E, HLA-DRA*
2	Allograft rejection	11	2.1 × 10^−5^	*HLA-DQB1, HLA-DRB1, HLA-A, FASLG, HLA-C, HLA-DPA1, HLA-B, HLA-DPB1, HLA-DOA, HLA-E, HLA-DRA*
3	Antigen processing and presentation	15	5.8 × 10^−5^	*CIITA, HLA-DQB1, HLA-DRB1, HLA-A, HSPA1A, HLA-C, HLA-B, HLA-E, CD74, HSPA6, KIR3DL3, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA-DRA*
4	Phagosome	21	2.0 × 10^−4^	*HLA-DQB1, NOS1, HLA-DRB1, HLA-A, HLA-C, HLA-B, SFTPA1, ITGB3, HLA-E, CLEC4M, FCAR, CD209, COMP, TUBAL3, HLA-DPA1, SCARB1, HLA-DPB1, HLA-DOA, ATP6V0D2, TUBB4A, HLA-DRA*
5	Cell adhesion molecules (CAMs)	19	7.7 × 10^−4^	*PVR, HLA-DQB1, HLA-DRB1, CLDN5, HLA-A, NLGN1, HLA-C, HLA-B, HLA-E, CLDN15, ALCAM, NCAM2, SDC1, CD2, MADCAM1, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA-DRA*

**Table 3:** GEPs DAVID analysis of MDA-MB-231 xenograft mice exposed to 6 Gy of proton irradiation.

Top 5 Molecular Pathways of Differentially Expressed Genes of MDA-MB-231 Xenograft Mice Exposed to 6 Gy of Proton Irradiations				
	Term	Count	*p* Value	Genes
1	Proteoglycans in cancer	22	1.2 × 10^−5^	*NANOG, ERBB4, ROCK2, HCLS1, ERBB2, FASLG, IGF2, FZD3, HGF, DCN, ITGB3, MMP2, PXN, KDR, CTNNB1, SMO, MAPK13, HPSE, PLCG2, HSPB2, PRKACA, TWIST1*
2	Leukocyte transendothelial migration	11	9.5 × 10^−3^	*ITGAL, ROCK2, MAPK13, PLCG2, CLDN5, CTNND1, MYLPF, JAM2, MMP2, PXN, CTNNB1*
3	Graft-versus-host disease	5	3.2 × 10^−2^	*HLA-DQB1, HLA-DRB1, FASLG, HLA-DPA1, HLA-DPB1*
4	Allograft rejection	5	4.6 × 10^−2^	*HLA-DQB1, HLA-DRB1, FASLG, HLA-DPA1, HLA-DPB1*
5	Phagosome	11	4.9 × 10^−2^	*HLA-DQB1, TUBA8, CD36, HLA-DRB1, TUBAL3, HLA-DPA1, SFTPA1, COLEC11, HLA-DPB1, ITGB3, TUBB4A*

**Table 4:** GEPs DAVID analysis of MDA-MB-231 xenograft mice exposed to 9 Gy of proton irradiation.

Top 15 Molecular Pathways of Differentially Expressed Genes of MDA-MB-231 Xenograft Mice Exposed to 9 Gy of Proton Irradiations				
	Term	Count	*p* Value	Genes
1	Proteoglycans in cancer	26	8.4 × 10^−5^	*ERBB2, ITGB3, DCN, MMP2, GPC3, ANK2, HPSE, PPP1R12A, PIK3R5, PIK3R3, PIK3CG, NANOG, WNT10B, ROCK2, ITGA2, IGF2, FZD3, PRKCG, FZD5, FLNB, KDR, WNT2B, EIF4B, MAPK13, VEGFA, WNT11*
2	Rap1 signaling pathway	26	0.0002	*PRKCZ, FGFR3, RAP1GAP, TLN2, CTNND1, LPAR3, FGF13, ITGB3, ITGAM, RAC3, RASGRP2, RAPGEF4, PIK3R5, PIK3R3, ANGPT2, PLCB2, PIK3CG, FYB, GNAO1, GRIN1, PRKCG, KDR, DOCK4, MAPK13, VEGFA, PDGFRA*
3	Pathways in cancer	40	0.0002	*FGFR3, APC2, PTGS2, ERBB2, GNG13, CXCL8, LPAR3, FGF13, MMP2, SUFU, AGTR1, CDKN2A, RAC3, CASP8, RASGRP2, PIK3R5, HHIP, PIK3R3, PLCB2, PIK3CG, CEBPA, PTGER1, COL4A3, WNT10B, HSP90AA1, BCR, VHL, RALBP1, ROCK2, TGFBR2, BRCA2, ITGA2, PRKCG, FZD3, FZD5, STAT1, WNT2B, VEGFA, PDGFRA, WNT11*
4	Signaling pathways regulating pluripotency of stem cells	19	0.0006	*PIK3CG, NANOG, WNT10B, FGFR3, ONECUT1, APC2, PAX6, FZD3, FZD5, WNT2B, RIF1, HAND1, MAPK13, PIK3R5, WNT11, JAK3, SKIL, BMPR1B, PIK3R3*
5	VEGF signaling pathway	11	0.002	*PIK3CG, PTGS2, RAC3, MAPK13, VEGFA, PPP3R2, PRKCG, NOS3, PIK3R5, PIK3R3, KDR*
6	Platelet activation	16	0.005	*PIK3CG, PRKCZ, ROCK2, TLN2, COL3A1, ITGA2, ITGB3, PRKG1, MAPK13, RASGRP2, PPP1R12A, PIK3R5, NOS3, PIK3R3, PLCB2, COL11A1*
7	Phagosome	17	0.008	*HLA-DQB1, NOS1, HLA-DRB1, ITGA2, C1R, SFTPA1, ITGB3, HLA-DQA2, ITGAM, TUBA8, ATP6V0E2, CD209, COMP, TUBAL3, HLA-DPA1, HLA-DPB1, HLA-DRA*
8	Antigen processing and presentation	11	0.008	*HLA-DQB1, HSP90AA1, HSPA2, HLA-DRB1, CD8A, KIR3DL3, HLA-DPA1, HLA-DPB1, HLA-DQA2, CD74, HLA-DRA*
9	Graft-versus-host disease	7	0.008	*HLA-DQB1, CD86, HLA-DRB1, HLA-DPA1, HLA-DPB1, HLA-DQA2, HLA-DRA*
10	Focal adhesion	21	0.009	*PIK3CG, COL4A3, ROCK2, TLN2, ERBB2, COL3A1, ITGA10, ITGA2, PRKCG, ITGB3, FLNB, KDR, RAC3, COMP, VEGFA, PPP1R12A, PDGFRA, PIK3R5, PIK3R3, COL11A1, SHC4*
11	Ras signaling pathway	22	0.01	*PIK3CG, PLD1, PLA2G16, FGFR3, RALBP1, GRIN1, GNG13, PRKCG, FGF13, RGL1, KDR, RAC3, RASGRP2, VEGFA, PDGFRA, ZAP70, PIK3R5, SYNGAP1, PIK3R3, PLA2G2D, ANGPT2, SHC4*
12	Allograft rejection	7	0.01	*HLA-DQB1, CD86, HLA-DRB1, HLA-DPA1, HLA-DPB1, HLA-DQA2, HLA-DRA*
13	Chemokine signaling pathway	18	0.03	*CXCL1, PIK3CG, PRKCZ, FGR, ROCK2, GNG13, CXCL8, CCL4L2, STAT1, CCL15, CCL26, CCR3, RASGRP2, PIK3R5, JAK3, PIK3R3, PLCB2, SHC4*
14	HIF-1 signaling pathway	11	0.04	*PIK3CG, VHL, PFKFB3, HMOX1, ERBB2, VEGFA, PRKCG, NOS3, PIK3R5, PIK3R3, ANGPT2*
15	Wnt signaling pathway	14	0.04	*WNT10B, APC2, ROCK2, PPP3R2, FZD3, PRKCG, FZD5, WNT2B, CSNK2A1, SOST, SFRP1, RAC3, WNT11, PLCB2*

**Table 5:** Gene expression analyses of key genes of TNBC (triple-negative breast cancer) xenograft mice exposed to Proton RadioTherapy PRT.

Gene Expression Analyses of Key Genes of TNBC Xenograft Mice Exposed to PT							
Gene Symbol	Description	2 Gy PRT		6 Gy PRT		9 Gy PRT	
		Array	qRT-PCR	Array	qRT-PCR	Array	qRT-PCR
*BAX*	BCL2 associated X, apoptosis regulator	−1.25	0.51	−1.12	0.32	1.14	2.26
*BCL2*	BCL2 apoptosis regulator	−1.20	0.56	−1.20	0.28	1.18	1.87
*CCNA2*	Cyclin A2	−1.24	0.62	−2.73	0.30	Und.	2.24
*CD24*	CD24 molecule	1.43	1.24	1.23	Und.	Und.	2.92
*CD44*	CD44 molecule	1.37	0.97	1.07	Und.	1.24	3.16
*CDC20*	Cell division cycle 20	−1.11	0.48	−1.11	0.83	1.04	3.83
*CDC25*	Cell division cycle 25	−1.19	0.38	Und	0.51	1.11	1.51
*FOS*	Fos proto-oncogene, AP-1 transcription factor subunit	4.95	3.35	1.12	Und.	1.91	30.56
*FOSB*	FosB proto-oncogene, AP-1 transcription factor subunit	2.51	1.07	1.34	0.57	1.30	6.35
*GDF15*	Growth differentiation factor 15	1.86	1.64	1.72	1.23	2.50	10.27
*MMP9*	Matrix metallopeptidase 9	−1.16	0.21	Und	0.38	1.33	2.31
*RRAD*	Ras related glycolysis inhibitor and calcium channel regulator	1.50	3.78	1.54	1.95	1.71	6.51
*TAF7L*	TATA-box binding protein associated factor 7 like	1.14	1.27	Und	Und.	1.18	1.80
*TNF*	Tumor necrosis factor	1.34	4.14	Und	1.31	1.17	5.02
*TP53*	Tumor protein p53	n.a.	3.11	1.33	1.09	1.25	3.28
*TP53INP1*	Tumor protein p53 inducible nuclear protein 1	1.04	1.40	1.23	1.76	Und.	4.53
*WNT5A*	Wnt family member 5A	1.17	2.12	1.26	2.64	1.14	9.28

Triple negative breast cancer (TNBC); undetected (Und.); proton therapy (PT).

**Table 6:** Top five molecular pathways of differentially expressed genes shared between MDA-MB-231 xenograft mice exposed to 2, 6 and 9 Gy of proton irradiation.

Top 5 Molecular Pathways of Differentially Expressed Genes Shared Between MDA-MB-231 Xenograft Mice Exposed to 2, 6 and 9 Gy of Proton Irradiations				
	Term	Count	*p* Value	Genes
1	Antigen processing and presentation	6	0.003	*HLA-DQB1, HLA-DRB1, KIR3DL3, HLA-DPA1, HLA-DPB1, CD74*
2	Graft-versus-host disease	4	0.009	*HLA-DQB1, HLA-DRB1, HLA-DPA1, HLA-DPB1*
3	Allograft rejection	4	0.01	*HLA-DQB1, HLA-DRB1, HLA-DPA1, HLA-DPB1*
4	Phagosome	6	0.04	*HLA-DQB1, HLA-DRB1, TUBAL3, HLA-DPA1, HLA-DPB1, ITGB3*
5	Complement and coagulation cascades	4	0.05	*F5, CD46, F13A1, C1S*

How the deposited data were processed for this re-analysis (not part of the article)

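The arrays compared RNA of MDA-MB-231 xenografts collected 72 h after PT with 2, 6 or 9 Gy (Cy5) with RNA of untreated xenografts (Cy3) on the Agilent Whole Human Genome two-colour array. Per the file headers, each array held 45015 spots, 43376 of them biological and 1639 controls, with 41000 distinct probes whose coordinates refer to hg17 and are counted from 1. The 18 files, 6 per dose, are 3 scans of each of 6 arrays on 2 slides. Replicates 1, 3 and 5 of a dose are scans of 1 array and replicates 2, 4 and 6 are scans of another. It had been planned to fit 18 arrays, and the headers then showed the repeated scans, so in a change of that plan the scans of an array were averaged and n was 2 arrays per dose. The arrays of 2 and 6 Gy lay on 1 slide and those of 9 Gy on the other. Those of 2 Gy and of 9 Gy lay at positions 1 and 4 of their slide and those of 6 Gy at positions 2 and 3. The paper gives 6 mice per dose, and its text does not state how many of them the arrays represent or whether the untreated RNA was a pool and the same on every array.

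The log10 ratios of Cy5 over Cy3 were made by the authors with Agilent Feature Extraction, per the file headers with background subtraction, spatial and multiplicative detrending, substitute values for dim spots, and linear and LOWESS dye normalization within each array. The spot intensities of the same files are given by the authors before and after these steps. The paper then used GeneSpring GX with thresholds on fold change and p, and does not state an adjustment of p. The table of values that accompanies the series holds the same log10 ratios at 3 significant digits, with a largest difference of 0 after rounding. The ratio was exactly 0 for 16.1% to 22.0% of the spots of a scan, most of them with substitute values in both channels. Spots marked as outliers made up 0.311% to 1.06% of a scan, and at most 5 spots were saturated.

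The log10 ratios were converted to log2, control spots and spots marked as outliers were left out, and spots of a probe were averaged, as were the scans of an array. The median log2 ratio of an array lay between -0.0072 and 0.018, and the ratios were not normalized again. Probes were named with the RefSeq annotation of GRCh38.p14: 23429 by the transcript accession of the probe, 2320 by symbol and 1040 by an older symbol, while 14211 kept the name in the file. Probes well above background, as marked by Feature Extraction, in at least 1 channel on at least 3 scans of at least 1 dose were kept, which dropped 11809 probes. Of the genes kept, 5255 had several probes. The probe with the highest mean signal over all arrays and both channels stood for such a gene, and others are given where they differ.

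The tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with 1 mean per dose over all arrays and two-sided tests of each dose against a log2 ratio of 0 and of each pair of doses. There were 3 residual degrees of freedom and a prior worth 1.28 more. The p were adjusted by Benjamini-Hochberg over all kept probes, and a gene was called with at least 1 probe under 0.05 and at least 2-fold changed. In the tallies, the direction of a gene is that of its called probe with the largest change. The lists of 13 groups of genes (p53 targets, cell cycle, interferon response, hypoxia, immediate early genes, HLA class I, HLA class II, fibroblast and matrix, endothelial, macrophage, skeletal muscle, erythroid and ribosomal protein genes) were tested with camera, two-sided and with a preset correlation of 0.01, at each dose and between doses, over 22181 genes with 1 probe each. These made 78 tests, adjusted together. The enrichment of pathways by DAVID was not analysed here, and the genes printed in the tables were tallied instead. qRT-PCR and immunohistochemistry were not analysed here. Named genes are every gene of the array columns of Table 5, every gene of Table 6, the HLA genes of Tables 2 to 4, and at each dose the 3 genes with the largest rise and the 3 with the largest fall among called genes changed the same way on every scan, with both channels well above background on every scan and a gene symbol, 48 genes in all. The results of some of these genes are not reported here; they stay in the counts for lists, but not in the comparison with the paper's values or in the tallies of single-gene results. Members of the lists that only the closing section names were chosen after their values were seen.

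The lists, comparisons, thresholds and the rule for named genes were set before the data were examined, as were the alternatives apart from those that the closing section names. The alternatives were normexp background correction (offset 50) with loess, median centring, the rounded ratios, other filters, thresholds and ways of counting genes, each dose fitted alone, a block for the replicate number, other set tests (fry, and camera with an estimated correlation), and leaving out each array in turn. A block for slide could not be fitted, since slide is fixed by dose. In case the doses share 1 untreated RNA, the number of shared genes was compared with 100 simulated draws of unchanged groups measured against 1 untreated RNA, with the spread between the arrays or with a spread between tumors as large as that between doses. In case they do not, each channel was also compared between the 6 and 2 Gy arrays by itself, after normexp, loess and quantile normalization of the mean signal. The fit was tested on simulated data of the size and spread of these arrays with 200 probes changed by 1.5 on the log2 scale at each dose: 170, 185 and 177 of them were called at 2, 6 and 9 Gy, with 0, 3 and 2 calls among unchanged probes. Files were read and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.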

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

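The tests of host muscle, of host blood, of the untreated RNA, and of slide for the cell cycle and interferon genes were chosen only after the result was seen.

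Cell cycle genes differed between doses. Against 2 Gy, 27 of 30 genes of the list were higher after 9 Gy (mean log2 difference 0.35, n = 2 arrays per dose, camera adjusted p = 5.53e-11). The list holds CCNA2, CDC20 and CDC25C of Table 5. The array means were -0.34 and -0.33 after 2 Gy, -0.25 and -0.24 after 6 Gy and 0.023 and 0.0085 after 9 Gy. With the rotation test fry the adjusted p of the difference was 5.18e-05, and with camera at an estimated correlation 0.132. Slide was tested in the step from 6 to 9 Gy, which crosses slides (adjusted p = 5.53e-11, 27 genes higher, mean 0.26). The step from 2 to 6 Gy, on 1 slide, was smaller (mean 0.090, 21 genes higher, adjusted p = 0.0160), so slide does not account for that part. Position on the slide differed between these doses and was not tested. Different untreated RNA on the arrays of 2 and 6 Gy cannot be told apart from other causes of this step, because Cy3, the untreated channel, carried 43.9% of it (Cy3 mean difference -0.040, Cy5 0.051 after normexp and loess) and in neither channel did the means of the arrays of the doses overlap. For 9 Gy, slide and dose cannot be told apart, because no other dose lies on its slide. An effect of the dose stays open as untested.

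Interferon-stimulated genes differed between 2 and 6 Gy, with 32 of 33 higher after 6 Gy (mean log2 difference 0.41, adjusted p = 3.49e-14, fry 5.18e-05, estimated correlation 0.132). They were lower again after 9 than after 6 Gy (mean -0.36, adjusted p = 3.80e-08). The array means were -0.40 and -0.40 after 2 Gy and 0.0040 and 0.016 after 6 Gy. Slide is excluded as the cause of the difference between 2 and 6 Gy, since both doses lie on 1 slide (camera adjusted p = 3.49e-14). Position on the slide is not excluded. The 2 and 9 Gy arrays, where the list was lower, lay at the same positions, and those of 6 Gy at others. An untreated RNA shared by all arrays cancels here. Different untreated RNA on the arrays of 2 and 6 Gy is excluded as the whole cause, since Cy3, the untreated channel, carried 4.43% of the difference (Cy3 mean difference -0.011, Cy5 0.23, both after normexp and loess) and the Cy5 means of the arrays of the doses did not overlap. Position on the slide, a difference between the tumors used for the doses, which 2 arrays of unstated origin cannot show, and an effect of the dose all stay open.

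Skeletal muscle genes differed between doses, with 9 of 11 higher after 9 than after 2 Gy (mean log2 difference 2.39, adjusted p = 2.52e-05, fry 2.03e-05, estimated correlation 0.132). At the single doses the mean log2 ratio was -0.72 after 2 Gy (adjusted p = 0.0951), 0.91 after 6 Gy (adjusted p = 0.0110) and 1.67 after 9 Gy (adjusted p = 4.19e-04). The means include genes whose untreated channel was not well above background. Over genes with both channels well above background on every scan of the dose they were -1.22 (4 genes), 0.70 (5) and 1.49 (5). Slide was set as a test beforehand and is excluded as the whole cause, since the list also differed between 6 and 2 Gy on 1 slide (camera adjusted p = 1.75e-04). Position on the slide differed between 6 and 2 Gy and was not tested, while the 9 and 2 Gy arrays lay at the same positions. Different untreated RNA as the cause of the difference between 6 and 2 Gy cannot be decided. Cy3 moved the same way as Cy5 (0.049 and 0.27 after normexp and loess) and so carried -22.7% of the difference, against it. After this processing, however, the list differed by 0.22, against 1.62 in the ratios. A change in Cy3 could hardly show for genes whose Cy3 was not above background. Host muscle in the tumor pieces cannot be told apart from other explanations. The share of tested genes higher after 9 than after 2 Gy, 81.8%, restates the pattern and does not favor it. The list has 6 genes that were not tested, the abundant ACTA1, MB, DES, MYH1, MYH2 and MYH4, and TNNC2, well above background on every scan, was nearly level (0.27, 0.24 and 0.18). The probes are human, and how well they bind mouse RNA was not measured. MYL11 of the list is also a gene of Table 3.

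Erythroid genes, which the paper does not discuss, were higher at all doses, 6 of 6 tested at each, with a mean log2 ratio of 1.23 (adjusted p = 0.0101), 1.86 (adjusted p = 0.00324) and 1.31 (adjusted p = 0.0117) after 2, 6 and 9 Gy. With fry the adjusted p were 2.03e-05, 1.71e-05 and 2.03e-05, and with an estimated correlation 0.180 at each dose. HBA2 rose by 2.35, 3.33 and 2.98 and HBA1 by 2.39, 3.38 and 2.86, with both channels well above background on every scan. HBA1 and HBA2 are close copies and a probe of either can bind the other. The smallest log2 ratio of a globin gene, 1.39 (HBD after 9 Gy, whose untreated channel was not well above background on every scan), restates the pattern and does not favor host blood in the tumor pieces. HBB, another globin gene of the list, was not tested. Both channels were well above background on every scan for 2, 2 and 3 of the tested genes after 2, 6 and 9 Gy, so the means rest partly on dim genes. A low level in an untreated RNA shared by all arrays, or a constant dye effect, is excluded as the whole cause, since the list differed between doses. It was higher after 6 than after 2 Gy (mean 0.62, 5 of 6 genes higher, adjusted p = 0.00933) and lower after 9 than after 6 Gy (mean -0.55, 6 genes lower, adjusted p = 0.0190). HBA1 differed by 0.99 between 6 and 2 Gy (standard error 0.056). Between the 6 and 2 Gy arrays, Cy3 moved the same way as Cy5 (0.23 and 0.46 after normexp and loess) and so carried -99.7% of the difference. This argues against different untreated RNA as the cause of the difference between these doses. It does not exclude it for the dim genes, since the list differed by 0.23 after this processing, against 0.62 in the ratios. For the rise common to all doses, with a smallest mean of 1.23 after 2 Gy, such a level or dye effect and host blood cannot be told apart, because no array carries the dyes exchanged or another untreated tumor known as such and the probes are human. Globin expression by the tumor cells and an effect of the dose stay open as untested. For the differences between doses, position on the slide stays open too, since the 6 Gy arrays lay at other positions than those of 2 and 9 Gy.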

How the results depend on the processing

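The fit of 18 scans as separate arrays had been planned before the data were examined, and averaging the scans of an array took its place after the headers had shown the repeated scans. The fits of 18 scans with the array as a random block, of the first scan of each array and with a trended robust variance prior were chosen only after the data had been seen. With log ratios centred on the median, the rounded ratios of the series, no filter on dim probes, 1 probe per gene, probes counted in place of genes, outlier spots kept, each dose fitted alone or the trended prior, every total that was run stayed within 1.5 times its value. The numbers of lower genes moved further in some. Against 437 after 2 Gy and 333 after 6 Gy, no filter on dim probes gave 770 and 591, and 1 probe per gene 289 and 219. Apart from counting probes, these gave 1234 to 1882 called genes after 2 Gy, 845 to 1284 after 6 Gy and 1271 to 1713 after 9 Gy. Every named gene reported kept its direction and its side of the threshold under median centring and the rounded ratios.

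Normexp and loess moved the numbers of changed and of shared genes by the largest factors, while other settings moved some numbers of differing genes further. The numbers of genes changed after 2, 6 and 9 Gy were 62, 18 and 156, of which 55, 17 and 155 were the same genes. Shared by 2 and 6, 2 and 9, 6 and 9 Gy and all doses were 12, 19, 9 and 8, and differing in 6 against 2, 9 against 2 and 9 against 6 Gy were 6, 102 and 82. The pairs of Table 5 under the adjusted threshold were 15, and the called genes of Tables 2, 3 and 4 3, 1 and 14. Of the single-gene results reported, 74 kept direction and side of the threshold, 53 kept the direction but lost the threshold and 8 reversed: TNF after 2 Gy (-0.0050) and 6 Gy (-0.0076), FOSB (-0.00074), KIR3DL3 (-0.0035) and TUBAL3 (-0.00051) after 6 Gy, and CCNA2 (-0.0074), CDC20 (-0.0044) and TP53INP1 (-0.047) after 9 Gy. The offset added to both channels draws dim ratios toward 0 by construction, and beyond that the cause was not tested.

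With only probes well above background in both channels on every scan, fewer genes were tested (16277 of 22353). The called genes were 408, 281 and 676 after 2, 6 and 9 Gy (406, 279 and 666 the same genes), with 208 higher and 200 lower after 2 Gy, 135 and 146 after 6 Gy and 485 and 191 after 9 Gy. In the order above, the shared ones were 162, 208, 180 and 126, the differing ones 63, 266 and 177, and those of Tables 2, 3 and 4 16, 10 and 52. Signal over background limits the counts: of the genes called with the untreated channel well above background on no scan of the dose, 784 of 844, 519 of 555 and 413 of 484 were higher, and the size of those changes is open.

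Looser thresholds raise counts by construction. At 1.5-fold they were 4616, 3641 and 4519 changed, 2369, 2331, 2220 and 1625 shared and 743, 1948 and 1092 differing, and without a fold threshold 14664, 13644 and 14080 changed, 11416, 11201, 11002 and 9640 shared and 3130, 7213 and 4369 differing. With an unadjusted p, 409 genes differed between 6 and 2 Gy, and the other totals stayed within the same factor. With a replicate block, which pairs arrays of different doses by number, 1 gene differed between 6 and 2 Gy. The deviations of same-numbered arrays correlated at 0.0155, 0.0661 and 0.0277 across probes for the pairs of doses, so the numbers gave no sign of a pairing. With 18 scans as separate arrays, 540, 1197 and 860 genes differed, and with the array as a random block 434 between 6 and 2 Gy and 700 between 9 and 6 Gy. The cause was not tested.

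Leaving out each array in turn leaves a dose with 1 array, assumed to vary like the others. The called genes then ranged over 1360 to 1514 after 2 Gy, 981 to 1038 after 6 Gy and 1508 to 1830 after 9 Gy, and the shared ones over 488 to 606 (2 and 6 Gy), 511 to 583 (2 and 9 Gy), 458 to 511 (6 and 9 Gy) and 315 to 355 (all). The differing genes ranged over 3 to 181 for 6 against 2 Gy, 469 to 919 for 9 against 2 Gy and 128 to 540 for 9 against 6 Gy. The pairs of Table 5 ranged over 32 to 39, the called genes of Tables 2, 3 and 4 over 20 to 30, 20 to 26 and 77 to 91, and the lists past the threshold over 38 to 41. For 6 against 2 Gy the count was 26 and 3 without the first and the second 2 Gy array, and 4 and 12 without those of 6 Gy. For 9 against 2 Gy it was 473 and 469 without the 2 Gy arrays. For 9 against 6 Gy it was 240 without either 2 Gy array, and 128 and 132 without those of 6 Gy. Values of single genes that changed sign when 1 array was left out ranged over -0.35 to 0.23 for GPD1 and -0.40 to 0.35 for HLA-DQA2 after 2 Gy, -0.040 to 0.085 for TNF after 6 Gy and -0.074 to 0.075 for CCNA2 after 9 Gy. With the first scan of each array, GPD1 (0.056) and HLA-DQA2 (0.29) reversed after 2 Gy. With the mean of all probes of a gene, BCL2 after 6 Gy (-0.089) and 9 Gy (-0.060) and BAX after 9 Gy (0.012) reversed, since their probes differ in sign. For the others the cause was not tested.

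Of 78 list tests, 40 passed with camera, 66 with fry and 0 with camera at an estimated correlation, where the smallest adjusted p was 0.132, shared by several lists and held by the HLA class II list at each dose. Of the lists that passed with camera, fry lost 1, the ribosomal protein list for 6 against 2 Gy (adjusted p = 0.0513). Without 1 array the adjusted p of the HLA class II list ranged over 5.23e-06 to 4.21e-05 after 2 Gy, 1.92e-04 to 5.41e-04 after 6 Gy and 1.53e-04 to 3.92e-04 after 9 Gy. With fry some directions reversed. Of lists that passed with fry, these were the fibroblast list after 2 Gy (adjusted p = 0.0165) and the interferon list after 6 Gy (adjusted p = 0.00294). The immediate early list for 9 against 2 Gy (adjusted p = 0.00937) was another. Without passing, the p53 target list after 2 Gy (adjusted p = 0.594) also reversed. So did the hypoxia and fibroblast lists for 9 against 6 Gy (adjusted p = 0.815 and 0.287). None of these had passed with camera, and the cause was not tested.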

Differences from the paper's values

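The paper's numbers of changed and shared genes were compared with those found here in 13 counts, and none differed by more than 1.5 times. The alternative with 1 probe per gene, set before the data were examined, came closest. It gave 1234, 845 and 1271 genes after 2, 6 and 9 Gy (the paper's values: 1256, 848 and 1279) and 279 shared by all doses (the paper's value: 290). With it, however, 289 genes were lower after 2 Gy, where the paper's value is 457.

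Of 43 array values of Table 5 compared as fold changes, with CDC25 counted for each of 3 members, 9 differed. For BAX the paper's value is -1.25 after 2 Gy and 1.14 after 9 Gy, against -1.09 and -1.05 at the brightest probe. For BCL2 the paper's value is -1.20 after 2 Gy and -1.20 after 6 Gy, against 1.23 and 1.06 at the brightest probe. For CCNA2 after 6 Gy the paper's value is -2.73, against -1.30. No alternative set before the data were examined brought these values within the spread of the arrays. Other probes of the genes, compared after the values had been seen, gave -1.25 for BAX after 2 Gy at 1 probe, 1.14 for BAX after 9 Gy at another, and -1.18 and -1.20 for BCL2 after 2 and 6 Gy.

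For CDC25 the paper's value is -1.19 after 2 Gy and 1.11 after 9 Gy, without naming the member. CDC25A gave -1.19 and 1.11. CDC25B gave -1.18 and -1.08, and CDC25C gave 1.05 and 1.30, which differed at both doses. Among the alternatives set before the data were examined, CDC25B after 2 Gy did not differ with median centring (-1.19) or without the second 2 Gy array (-1.18), and CDC25C after 9 Gy did not differ with normexp and loess (1.15). For CDC25B after 9 Gy and CDC25C after 2 Gy none did so.

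The paper states that CD24 was higher at every dose, while its log2 ratio after 9 Gy was -0.051. The paper states that CDC20 and CCNA were higher after 9 Gy. CDC20 was at 0.051 (adjusted p = 0.254) and CCNA2 at 0.00053 (adjusted p = 1), so no rise was detectable on the arrays. With 18 scans as separate arrays, the fit planned before the data were examined, the same value of CDC20 had an adjusted p of 0.00684, and with the array as a random block, chosen after the values had been seen, 0.0469. Table 5 gives no array value of CD24 and CCNA2 after 9 Gy, and for CDC20 the paper's array value, 1.04, did not differ from that found here (1.04). The table also holds qRT-PCR values, which were not analysed here. After 9 Gy these lie above the untreated level for CD24, CDC20 and CCNA2, and the paper rests its statement on CD24 on both methods. The paper describes the pathways of the genes shared by all doses as immune activation. Of the 12 genes of Table 6 that were called, 8 were lower and 4 higher at each dose.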

Other observations

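The tests of the part of the HLA fall common to all doses, of different untreated RNA for the HLA genes and of the probes behind Table 5 were chosen only after the result was seen.

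The 3 doses shared 376 called genes. Array noise in a shared untreated RNA is too small to be the cause if it has the spread between arrays. Simulated unchanged groups with that spread shared at most 4. These draws called a median of 2, 1.5 and 2 genes after 2, 6 and 9 Gy, so few could be shared. They do not test a larger deviation of the untreated RNA. A difference between the untreated tumor and the others could also make genes look shared. Unchanged tumors simulated to differ from one another as much as the doses did shared at most 180 genes, fewer than observed. The simulated spread is an assumption, so this difference and an effect of irradiation cannot be told apart without further untreated tumors.

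The lists of HLA genes were lower at all doses. Of the list of class I genes all 7 were lower after 2 Gy (mean log2 ratio -0.51, adjusted p = 3.85e-04), 6 after 6 Gy (-0.26, adjusted p = 0.0143) and 7 after 9 Gy (-0.45, adjusted p = 7.67e-04). Over the 14 class II genes with both channels well above background on every scan, the mean log2 ratio was -0.99, -0.67 and -0.85. A level of an untreated RNA shared by all arrays or a constant dye effect is excluded as the whole cause, since the class II list was higher after 6 than after 2 Gy (mean difference 0.26, adjusted p = 1.82e-05). Different untreated RNA on the arrays of these doses is excluded as the whole cause of that difference, since Cy3 carried 26.1% of it and the Cy5 means of the arrays of the doses did not overlap. Position on the slide also differed between 6 and 2 Gy and was not tested. The smallest fall, a mean of -0.50 after 6 Gy, is common to all doses, and here such a level or dye effect and an effect of irradiation cannot be told apart, because no array carries the dyes exchanged or another untreated tumor known as such. Lower interferon signaling may contribute. The interferon list fell after 2 and 9 Gy but its fall was not detected with camera after 6 Gy (adjusted p = 0.177), where its mean and median differ in sign, so it cannot be told apart from other causes. Fewer host macrophages would lower the macrophage list, whose mean rose to 0.43 after 9 Gy. With 7 of 18 genes not tested and the others going both ways, this too cannot be told apart.

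The 9 Gy arrays stood apart, with more genes differing from 2 and 6 Gy than between these. Slide may account for part of this. Cy3 carried untreated RNA on every array, and between the 6 and 2 Gy arrays of 1 slide it differed at least 1.5-fold at 40 probes, against 128 between the 9 and 2 Gy arrays and 85 between the 9 and 6 Gy arrays. The smaller of these is 2.125 times the number within the slide. In Cy5 the numbers were 122, 375 and 252. Slide and dose stay confounded for 9 Gy, and an effect of the dose stays open as untested.

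The 2 arrays of a dose differed little. Genes of skeletal muscle, which differed strongly between doses, had a median log2 difference of 0.197 between the 2 arrays of a dose, against 0.261 for other probes of like signal (200 per gene), a ratio of 0.755. This is consistent with both arrays of a dose carrying the same RNA extract, in which case the spread between arrays would not include that between mice. Mice with equal amounts of muscle RNA would give the same ratio. No biological explanation was tested.

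For the genes of Table 5 with several probes on the array, 12 of 13 of the paper's array values lay within 0.02 of the fold change of some probe at that dose, against 9 for the best single probe held across doses. Probes of another gene of the table matched a mean of 0.750 values out of the 13. The 3 additional matches suggest that the paper's values of 1 gene at different doses may come from different probes. The 3 values of BAX matched 3 different probes. Over all genes, 39 of 43 values were matched by some probe. No biological explanation was tested.

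MYL11, a gene of fast skeletal muscle that Table 3 lists as MYLPF for leukocyte transendothelial migration, was singled out after its values were seen. It was well above background in Cy5 on 6 and in Cy3 on 0 scans of 6 Gy.

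The p53 target list had a mean log2 ratio of 0.073, 0.12 and 0.10 after 2, 6 and 9 Gy and did not pass with camera (adjusted p = 0.766, 0.642 and 0.802), while fry gave 0.594, 0.00419 and 0.0475. After 2 Gy camera pointed down while its mean and median (0.016) were above 0. It holds BAX, GDF15 and TP53INP1 of Table 5. The hypoxia list rose after 2 Gy (mean 0.50, 18 of 22 genes higher, adjusted p = 1.66e-04). It did not pass with camera after 6 Gy (0.14, adjusted p = 0.495) or 9 Gy (0.095 with a median of -0.016, adjusted p = 0.711). With fry the adjusted p at these doses were 0.00126 and 0.00126. Compared directly, the hypoxia list was lower after 6 than after 2 Gy, on 1 slide (mean -0.36, 19 genes lower, camera adjusted p = 2.6e-07). It was also lower after 9 than after 2 Gy (mean -0.40, 20 genes lower, camera adjusted p = 9.92e-06). With camera at an estimated correlation these adjusted p were 0.180 and 0.191. The ribosomal protein list rose after 2 Gy (0.26, 26 of 30 higher, adjusted p = 6.35e-04) and 6 Gy (0.17, adjusted p = 0.0382). With camera it did not rise detectably after 9 Gy (0.11, adjusted p = 0.0986, fry 0.0215). It was lower after 6 than after 2 Gy (mean -0.096, camera adjusted p = 0.00587). Cy3, the untreated channel, carried 112.9% of this difference (Cy3 mean difference 0.21, Cy5 0.024 after normexp and loess). The array means of the 2 doses overlapped in Cy5 and not in Cy3, so different untreated RNA cannot be excluded as its cause. The lists of fibroblasts and matrix (0.056, 0.28 and 0.21, adjusted p = 0.854, 0.332 and 0.268), endothelial cells (0.33, 0.23 and 0.28, adjusted p = 0.242, 0.295 and 0.149) and macrophages (-0.021, 0.18 and 0.43, adjusted p = 0.642, 0.546 and 0.149) did not pass with camera at any dose. All 3 passed with fry, which asks whether the genes of a list changed at all and not whether they changed more than others, with adjusted p of 0.0165, 6.03e-04 and 7.67e-04 (down after 2 Gy) for fibroblasts and matrix, 5.24e-04, 0.00139 and 2.49e-04 for endothelial cells and 0.00158, 0.0115 and 6.56e-04 (down after 2 Gy) for macrophages. After 2 Gy the median of the macrophage list, 0.070, lay above 0 while its mean and test pointed down.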
